# Complex haploinsufficiency in pluripotent cells yields somatic cells with DNA methylation abnormalities and pluripotency induction defects

**DOI:** 10.1016/j.stemcr.2023.09.009

**Published:** 2023-10-12

**Authors:** Rachel Lasry, Noam Maoz, Albert W. Cheng, Nataly Yom Tov, Elisabeth Kulenkampff, Meir Azagury, Hui Yang, Cora Ople, Styliani Markoulaki, Dina A. Faddah, Kirill Makedonski, Dana Orzech, Ofra Sabag, Rudolf Jaenisch, Yosef Buganim

**Keywords:** haploinsufficiency, pluripotent stem cells, reprogramming, methylation, stochastic expression, knockin/knockout targeting approach, nuclear transfer, tracing system, reporter genes

## Abstract

A complete knockout of a single key pluripotency gene may drastically affect embryonic stem cell function and epigenetic reprogramming. In contrast, elimination of only one allele of a single pluripotency gene is mostly considered harmless to the cell. To understand whether complex haploinsufficiency exists in pluripotent cells, we simultaneously eliminated a single allele in different combinations of two pluripotency genes (i.e., *Nanog*^+/−^;*Sall4*^+/−^, *Nanog*^+/−^;*Utf1*^+/−^, *Nanog*^+/−^;*Esrrb*^+/−^ and *Sox2*^+/−^;*Sall4*^+/−^). Although these double heterozygous mutant lines similarly contribute to chimeras, fibroblasts derived from these systems show a significant decrease in their ability to induce pluripotency. Tracing the stochastic expression of *Sall4* and *Nanog* at early phases of reprogramming could not explain the seen delay or blockage. Further exploration identifies abnormal methylation around pluripotent and developmental genes in the double heterozygous mutant fibroblasts, which could be rescued by hypomethylating agent or high OSKM levels. This study emphasizes the importance of maintaining two intact alleles for pluripotency induction.

## Highlights

• PSCs with complex haploinsufficiency maintain their developmental potential
• Fibroblasts with one allele elimination in two PSC genes show reprogramming delay
• Fibroblasts with one allele elimination in two PSC genes display methylation defect
• The KI/KO approach to introduce a reporter gene should be used carefully

## Introduction

Embryonic development and cell fate induction require appropriate gene dosage for the activation of the regulatory circuits that control cellular identity.

While a complete knockout (KO) of an important gene may be detrimental to the cell as seen for *Oct4* and *Sox2* (Masui et al., 2007; Nichols et al., 1998), a complete KO of other genes such as *Nano*g, while partially maintains the pluripotent state of the cells, and contributes to chimeras, shows a dramatic reduced reprogramming efficiency to induced pluripotent stem cells (iPSCs) by their fibroblast derivatives, which can only be partially overcome by high levels of exogenous OCT4, SOX2, KLF4, and MYC (OSKM) factors (Carter et al., 2014; Schwarz et al., 2014). In contrast, elimination of only one allele in one gene is considered harmless to the cell.

Given this assumption, many fluorescent reporter cell lines have been generated over the years using the knockin/KO (KI/KO) approach, leaving only one intact allele of the targeted gene. Such reporter lines (e.g., *Sox2* [Arnold et al., 2011], *Nanog* [Wernig et al., 2008], and *Utf1* [Morshedi et al., 2013]) are useful to study pluripotency acquisition following reprogramming and nuclear transfer (Buganim et al., 2012, 2014; Boiani et al., 2002). Although one allele elimination is considered safe, there are rare cases when a reduction in expression of approximately 50% is detrimental to the cell, a phenomenon termed haploinsufficiency. Moreover, even when one allele elimination is not detrimental to the cells, our previous study suggest that reduced expression levels of genes such as *Nanog* may result in suboptimal reprogramming, producing low-quality iPSCs (Buganim et al., 2014).

During the maturation phase of the reprogramming process, epigenetic changes happen stochastically to eventually allow expression of the first pluripotent-related genes (Buganim et al., 2013; David and Polo, 2014). Using single-cell analyses, it has been shown that stochastic low expression of pluripotent genes such as *Utf1*, *Esrrb*, *Sall4* (Buganim et al., 2012), and *Nanog* (Polo et al., 2012) can be observed early on in the process in a small fraction of induced cells which is correlated with the low efficiency of reprogramming. The stochastic behavior of the maturation phase ends with the activation of late pluripotent genes such as *Sox2*, *Dppa4*, *Prdm14*, and *Gdf3* (Buganim et al., 2012; Soufi et al., 2012) which unleashes the final deterministic phase, leading to iPSC stabilization (Buganim et al., 2013).

While efforts to understand the link between exogenous pluripotent reprogramming factors, iPSC quality, and efficiency have been substantial (Benchetrit et al., 2019; Buganim et al., 2014; Carey et al., 2011; Sebban and Buganim, 2015), studies focusing on the effect of reduced levels of endogenous pluripotency genes are lacking and mostly rely on single-gene KO or haploid embryonic stem cell (ESC) systems (Elling et al., 2019; Leeb and Wutz, 2011). Given this, we sought to examine whether a complex haploinsufficiency (i.e., insufficiency induced by the elimination of one allele in combinations of genes) exists in pluripotent cells and whether and how it may affect their developmental potential and their cells’ derivatives.

To address that, we engineered three secondary systems, NGFP2 (Nanog-GFP#2 [Wernig et al., 2008]), NGFP1 (Nanog-GFP#1 [Wernig et al., 2008]), and SGFP1 (Sox2-GFP#1) to incorporate KO of one allele in two different pluripotent genes. These double heterozygous mutant lines include NGFP2 (*Nanog*^+/−^;*Sall4*^+/−^, *Nanog*^+/−^;*Esrrb*^+/−^ and *Nanog*^+/−^;*Utf1*^+/−^), NGFP1 (*Nanog*^+/−^;*Sall4*^+/−^), and SGFP1 (*Sox2*^+/−^;*Sall4*^+/−^). Interestingly, while all double heterozygous mutant lines contributed to chimeras similarly to their parental iPSC controls (i.e., NGFP2 [*Nanog*^+/−^], NGFP1 [*Nanog*^+/−^], and SGFP1 [*Sox2*^+/−^]), multiple derivations of fibroblasts from these lines resulted in poor reprogramming efficiency. This reduced reprogramming efficiency was evident in the nuclear transfer (NT) technique as well.

Tracing the stochastic expression of *Sall4* or *Nanog* along the reprogramming process revealed that only a very small fraction of cells activated these loci, a result that cannot explain the global reprogramming blockage seen in the double heterozygous mutant lines. We then profiled the CpG-rich methylation landscape of fibroblasts derived from SGFP1^S2+/−;S4+/−^ and SGFP1^S2+/−^ control, and noted a clear difference in the methylation levels of multiple developmental and pluripotent loci in the double heterozygous mutant fibroblasts. Accordingly, treating all double heterozygous mutant fibroblasts for 2 days before factor induction with 5-azacytidine rescued the reprogramming blockage and allowed the induction of pluripotency. This study emphasizes the importance of having two intact alleles for proper pluripotency induction and normal embryonic development, and raises a concern regarding the often used KI/KO technique for the purpose of introducing reporters.

## Results

### Double heterozygous mutant pluripotent cells contribute to chimeras and exhibit modest transcriptional changes

Considering the vital role of functioning core ESC circuitry to pluripotency, we hypothesized that even a slight decrease in the expression of key pluripotency genes could significantly impact the developmental potential of the cells or the ability of their somatic cell derivatives to undergo reprogramming. We focused our research on secondary iPSC systems (i.e., iPSC clones that harbor functional doxycycline (dox)-inducible OSKM factor integrations in their genome), as these systems contribute to chimeras and exhibit stable and reproducible reprogramming efficiency by minimizing cell heterogeneity (Wernig et al., 2008).

We targeted the NGFP2 secondary system, as it already contains a single KI/KO allele of *Nanog* (Wernig et al., 2008). We chose to eliminate a single allele of *Esrrb*, *Utf1*, or *Sall4* as they have all been shown to be important for pluripotency and reprogramming (Buganim et al., 2012; Feng et al., 2009; Tsubooka et al., 2009). To produce a single allele KO and to be able to monitor the activity of the targeted allele, we designed donor vectors that fused, in frame, to the first or second exon a tdTomato reporter (Figures 1A and 1B). To avoid exon skipping and to destabilize the targeted mRNA, polyA was omitted from the targeting vectors. Electroporated colonies were examined for correct targeting by southern blots using external or internal probes (Figure 1C). Overall, we isolated two correctly targeted clones for each combination of manipulated genes: Nanog^+/−^; Esrrb^+/−^ (NGFP2^N+/−;E+/−^, clones# 1 and 5), Nanog^+/−^; Utf1^+/−^ (NGFP2^N+/−;U+/−^, clones# 3 and 5) and Nanog^+/−^; Sall4^+/−^ (NGFP2^N+/−;S+/−^, clones# 3 and 5). To validate the reduced levels of the targeting genes, we cultured the cells in 2i/L medium (GSK3β and MEK inhibitors and Lif) that recapitulates the ground pluripotent state and facilitates gene expression from both alleles (Miyanari and Torres-Padilla, 2012). qPCR and western blot analyses demonstrated a reduction in approximately 50% of the total mRNA or protein levels of all targeted alleles (Figures 1D and S1A), but not in other key pluripotency genes such as *Oct4*, *Sox2*, *Lin28*, *Fbxo15*, and *Fgf4* (Figure S1B). Some further reduction in the protein level of NANOG and ESRRB was seen in NGFP2^N+/−;U+/−^ and NGFP2^N+/−;S+/−^ iPSC lines (Figure 1D) and in the mRNA of the *Dppa3* gene in NGFP2^N+/−;S+/−^ line (Figure S1A). These results suggest that *Nanog* and *Esrrb* are either direct or indirect targets of SALL4 and UTF1 and that *Dppa3* is regulated by SALL4. To test the stability of the targeted alleles, cells grown in either serum/Lif (S/L) or 2i/L conditions were analyzed for GFP and tdTomato activity using flow cytometry. In agreement with the western blot analysis, cells grown under S/L conditions exhibited 68% GFP reporter activity (reporter that was introduced in frame and contains polyA) in NGFP2^N+/−^ control and NGFP2^N+/−;E+/−^ iPSC lines, and 55% and 58% in NGFP2^N+/−;S+/−^ and NGFP2^N+/−;U+/−^ iPSC lines, respectively (Figure 1E). In accordance with our strategy, tdTomato activity for all targeted genes was minor (Figure 1E). Nanog-GFP and tdTomato reporters showed improved activation under 2i/L conditions in all clones, but a reduced percentage remained in the double heterozygous mutant iPSC lines (Figure S1C).

**Figure 1:**
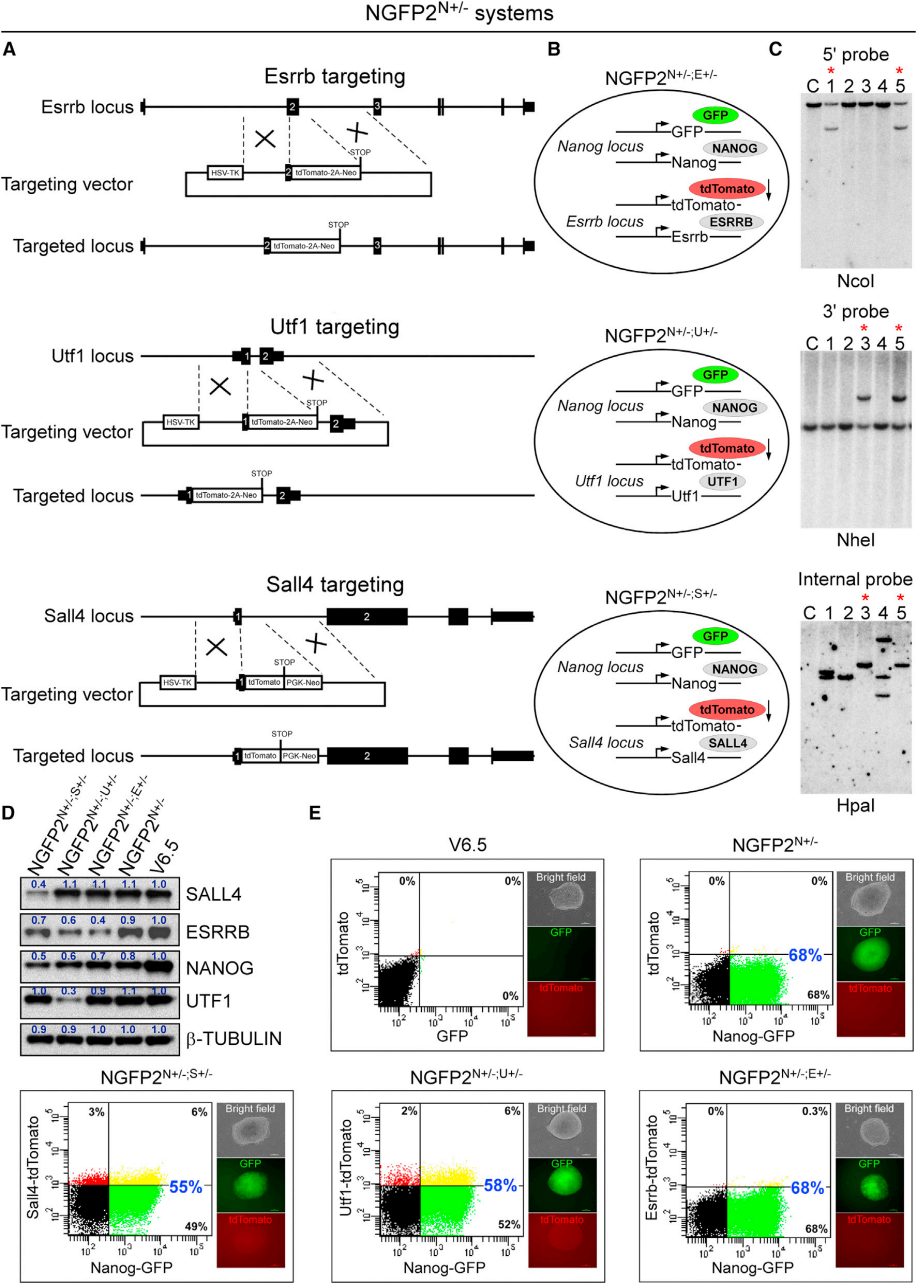
Generation of double heterozygous mutant NGFP2^N+/−^ iPSC lines (A and B) Schematic representation of the KI/KO targeting strategy for replacing one allele of *Esrrb*, *Utf1*, or *Sall4* with tdTomato in NGFP2^N+/−^ line. For Esrrb, we targeted exon 2 since it is common to all isoforms of the gene. (C) Southern blot analyses for NGFP2^N+/−^-targeted iPSC clones demonstrate heterozygous targeting for *Esrrb*, *Utf1*, and *Sall4*. Correctly targeted clones are marked by red asterisks. (D) Western blot analysis demonstrates a reduction of approximately 50% of the protein levels of the targeted genes (*Esrrb*, *Utf1*, *Nanog*, and *Sall4*) compared with ESC (V6.5) control. Cells were grown in 2i/L condition to facilitate expression from both alleles. Band intensities were quantified using ImageJ, with the quantification values indicated above each corresponding band. Intensities are relative to the V6.5 ESC control band, which was set as a reference value of 1. (E) Flow cytometry analysis for GFP (*Nanog*) and tdTomato (*Utf1*, *Esrrb*, or *Sall4*) in the various double heterozygous mutant lines that grew under S/L conditions. Representative flow cytometry plots are shown for one experiment out of three independent runs (n = 3). See also Figure S1.

To investigate the impact of eliminating a single allele in two different pluripotent genes on the developmental potential of the cells, we injected the cells into blastocysts and measured their potential to form chimeric mice. A comparable grade of chimerism was noted between all double heterozygous mutant and control iPSC lines, suggesting that elimination of a single allele in these combinations of two genes does not exert a significant developmental barrier (Figure S2A).

Gene expression can distinguish between iPSCs with poor, low, and high quality as assessed by grade of chimerism and 4n complementation assay (Buganim et al., 2014). Thus, we profiled the transcriptome of the three heterozygous mutant lines, as well as the parental NGFP2^N+/−^ cells and wild-type (WT) ESCs (V6.5), grown in either S/L or 2i/L conditions. Pearson correlation heatmap clustered the cells into two main groups based on the culture conditions. Nevertheless, within the S/L group some changes in gene expression were noted in NGFP2^N+/−;S+/−^ and NGFP2^N+/−;U+/−^ compared with NGFP2^N+/−;E+/−^, parental NGFP2^N+/−^, and control WT ESCs (Figure S2B). Given that *Esrrb* has been identified as a downstream target gene of NANOG (Festuccia et al., 2012), it is unsurprising that minimal transcriptional changes were observed between the parental NGFP2^N+/−^ and NGFP2^N+/−;E+/−^ lines. Principal component analysis (PCA) validated the Pearson correlation heatmap, separating S/L conditions from 2i/L conditions by PC1 and NGFP2^N+/−;S+/−^ and NGFP2^N+/−;U+/−^ that were grown under S/L conditions from the rest of the samples by PC2 (Figure S2C). Interestingly, NGFP2^N+/−;U+/−^ grown under S/L conditions, clustered closer to samples that grew under 2i/L conditions as indicated by PC1 (Figure S2C). In contrast, cells grown under 2i/L conditions clustered together with minimal transcriptional changes between them (Figure S2C). Considering the expression differences among the lines grown under S/L conditions, we performed a differential expression analysis (p < 0.05, 2-fold change) comparing the control cells with all the double heterozygous mutant iPSC lines. This analysis revealed 1,604 genes with differential expression between the control groups and at least one double heterozygous mutant line (Table S1). Gene Ontology (GO) term analysis for this gene list, using EnrichR (Xie et al., 2021), includes “loss of function of Oct4 in ESCs,” “TGFβ regulation,” “abnormal heart position,” and “abnormal mesendoderm development” (Figure S2D). A gene regulatory network (GRN) constructed using iRegulon identified key pluripotent, mesodermal and neuronal developmental genes, such as *Pou5f1*, *Pqbp1, Pax2*, *Bcl11a*, and *Zfp110* (Casademunt et al., 1999; Fotaki et al., 2008; Iwasaki and Thomsen, 2014; Simon et al., 2020), as major regulators of these aberrantly expressed 1,604 genes (Figure S2E). These results suggest that the elimination of one allele of two distinct pluripotent genes, while exhibiting some transcriptional changes under S/L conditions, still maintains a functional pluripotent state with minimal variations in gene expression in the ground pluripotent state.

### Fibroblasts derived from NGFP2 double heterozygous mutant iPSC lines fail to induce pluripotency

Given that the reprogramming process involves a stochastic phase of activation of pluripotency genes (Buganim et al., 2012), we hypothesized that mouse embryonic fibroblasts (MEFs) harboring double heterozygous mutant alleles might exhibit reprogramming delay because of difficulties in the activation of the core pluripotency circuitry.

To that end, secondary MEFs were established from all the three NGFP2 double heterozygous mutant lines and control. To initiate reprogramming, MEFs were exposed to dox for 13 days followed by dox withdrawal for 3 more days to stabilize any iPSC colony, and the percentage of Nanog-GFP-positive cells was scored by flow cytometry.

NGFP2^N+/−^ control induced MEFs exhibited the expected approximately 2% of Nanog-GFP-positive cells by the end of the reprogramming, while 2-independent clones from each double heterozygous mutant line showed a complete blockage (Figure 2A). Cell death and proliferation arrest were ruled out, as all double heterozygous mutant and control plates stained equally to crystal violet (Figure 2B), and alkaline phosphatase, albeit to a lesser extent, indicating reprogramming initiation (Figure 2C). By extending dox exposure to 20 days, a small percentage of Nanog-GFP-positive cells did emerge in all double heterozygous mutant lines, suggesting that some cells can overcome this blockage when prolonged exposure of OSKM is triggered (Figure 2D).

**Figure 2:**
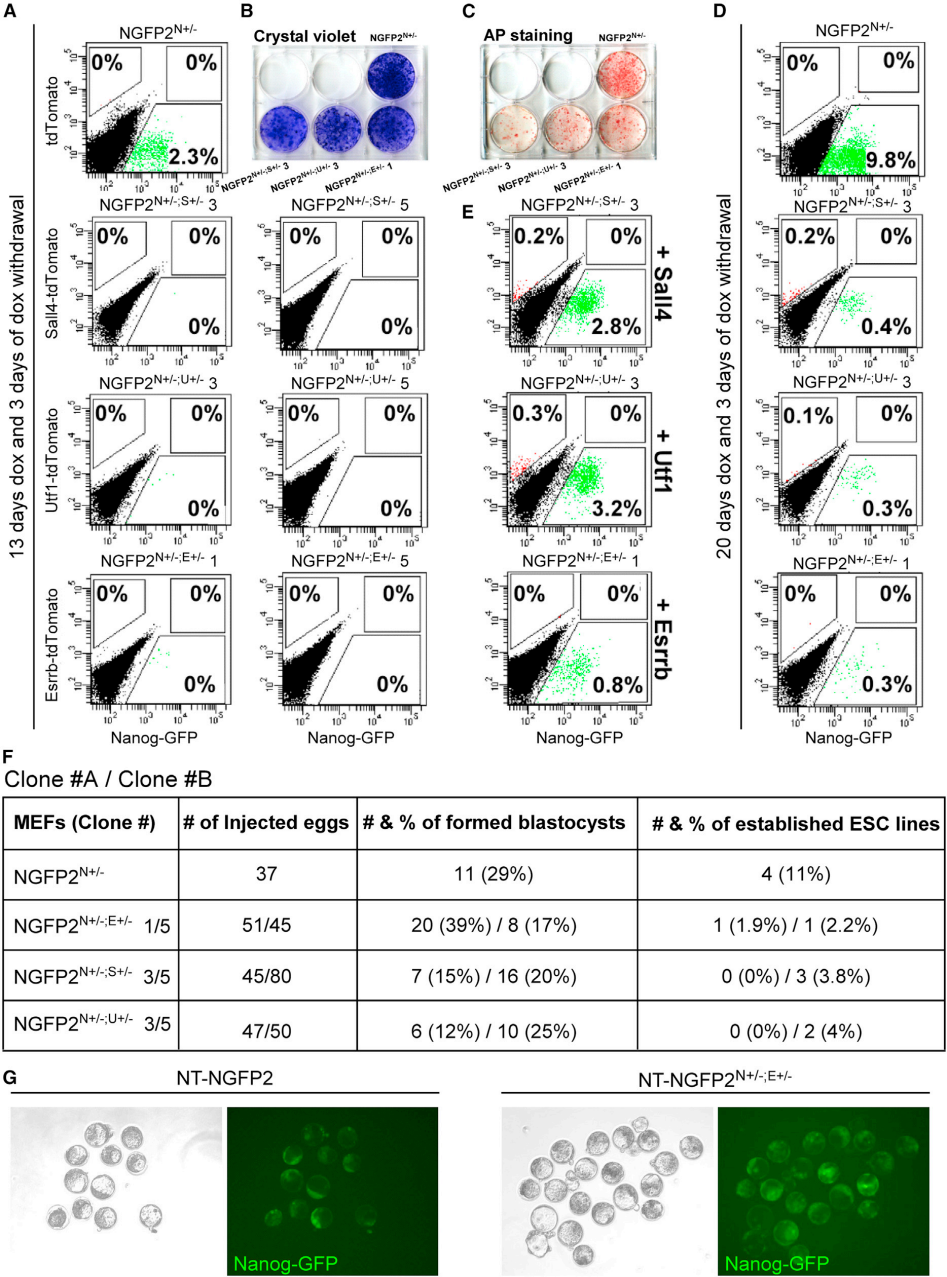
NGFP2^N+/−^ double heterozygous mutant MEFs show strong reprogramming inhibition either by OSKM or by NT (A) Flow cytometry analysis of Nanog-GFP and tdTomato-positive cells for two different clones from each of the NGFP2^N+/−^ double heterozygous mutant induced cells and control after 13 days of dox followed by 3 days of dox withdrawal. Representative flow cytometry plots are shown out of three independent reprogramming runs (n = 3). (B and C) Crystal violet (B) and alkaline phosphatase (AP) (C) staining of whole reprogramming plates for each of the double heterozygous mutant induced line and control at the end of the reprogramming process. Representative stainings are depicted out of three independent reprogramming runs (n = 3). (D) Flow cytometry analysis of Nanog-GFP and tdTomato-positive cells for each of the NGFP2^N+/−^ double heterozygous mutant induced cells and control after 20 days of reprogramming. Representative flow cytometry plots are shown out of three independent reprogramming runs (n = 3). (E) Flow cytometry analysis of Nanog-GFP and tdTomato-positive cells of each of the NGFP2^N+/−^ double heterozygous mutant induced cells and control following overexpression of the targeted gene (*Sall4*, *Utf1*, and *Esrrb*) at the end of the reprogramming process. Representative flow cytometry plots are shown out of three independent reprogramming runs (n = 3). (F) Table summarizes the efficiency (i.e., blastocyst formation and ESC derivation) of the NT experiments of MEF nuclei of the different double heterozygous mutant NGFP2^N+/−^ lines. NGFP2^N+/−^ (n = 37), NGFP2^N+/−;E+/−^ (n = 96), NGFP2^N+/−;s+/−^ (n = 125), and NGFP2^N+/−;u+/−^ (n = 97). Numbers outside the “/” symbol indicate different targeted clones. For example, “1/5” represents clone #1 and clone #5 for the indicated system. (G) Representative bright field and green channel images of NGFP2^N+/−^ and NGFP2^N+/−;E+/−^ after NT. See also Figure S2.

We then asked whether the reprogramming defect can be rescued by exogenously expressing the targeted genes. Double heterozygous mutant MEFs were transduced with either *Nanog* or with its corresponding targeted gene (i.e., *Sall4*, *Utf1* or *Esrrb*) or with additional viruses encoding for OSK and reprogramming was scored. Both *Nanog* or each of the corresponding factors showed either partial or complete rescue of the reprogramming blockage, while additional OSK further boosted the reprogramming process (Figures 2E, S2F, and S2G). Given that reduced levels of ESRRB was noted in all the double heterozygous mutant iPSC lines (Figure 1D), we asked whether ectopic expression of *Esrrb* can rescue all the mutant MEF lines. While additional expression of *Esrrb* could rescue NGFP2^N+/−;E+/−^ and NGFP2^N+/−;U+/−^, it had only a mild effect, although significant, on NGFP2^N+/−;S+/−^ (Figure S2H). Similarly, ectopic expression of *Sall4* rescued only some of the lines, but not others (Figure S2I). These data suggest that the seen blockage is not specific to a unique allele elimination, but rather it is associated with a broader effect that can be overcome only by high levels of pluripotent factors, such as OSK.

We then explored whether the observed reprogramming blockage is specific to the reprogramming by defined factors or if it would persist in other reprogramming techniques, such as NT. Enucleated eggs were injected with MEF nuclei from each of the three double heterozygous mutant MEF lines and control. Blastocyst formation and establishment of ESC lines were scored. Notably, while all lines exhibited a comparable and expected efficiency in producing blastocysts, the efficiency of ESC line derivation was significantly lower in the double heterozygous mutant lines compared with controls (i.e., 0%–4% vs. 11% in control lines) (Figures 2F and 2G). These results suggest that eliminating two alleles from two distinct key pluripotency genes impacts the somatic nucleus in a manner that hinders its ability to undergo reprogramming to pluripotency.

### NGFP2^N+/−^ double heterozygous mutant lines show an early defect in the activation of epithelial markers

We next profiled the transcriptome of the three double heterozygous mutant lines and control lines (i.e., NGFP2^N+/−^ cells, and NGFP2^N+/−^ cells that were infected with empty vector) after 6 days of reprogramming. 

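After 6 days of dox, which switches on the reprogramming factors OSKM in NGFP2 secondary MEFs, epithelial genes such as Cdh1 and Dsp were lower in the double heterozygous mutant lines than in the control lines. Most fibroblastic markers and EMT regulators examined did not pass the test in either direction. The 5 lines were NGFP2 N+/-;S+/-, NGFP2 N+/-;U+/- and NGFP2 N+/-;E+/-, in which 1 allele of Sall4, Utf1 or Esrrb is eliminated in addition to Nanog, and 2 NGFP2 N+/- controls, 1 of them infected with an empty vector. The sample labels and the legend deposited with the tables give the empty vector to the control coded S15, whereas Table S1 heads S14 as the empty-vector line, so the controls are called control S14 and control S15 and the vector is not assigned. The cell type labels also call NGFP2 N+/-;S+/- and NGFP2 N+/-;U+/- single heterozygote and the other 3 lines double heterozygous, and the genotypes were taken from the sample titles and the paper. Sall4 was highest in the line labelled NGFP2 N+/-;S+/-, at 104 scaled fragments, against 19.2 in control S14 and 26.7 in control S15. It was at 0.58 in NGFP2 N+/-;E+/- and listed at 0 in NGFP2 N+/-;U+/-, which both keep both Sall4 alleles by their labels. The high level runs against the label of NGFP2 N+/-;S+/-, but across these lines the level did not follow the number of alleles. The deposited legend also names this line Sall4. A line with 1 allele left still makes the transcript, and the paper reports heterozygous targeting and reduced Sall4 in iPSCs of this genotype, so the label was kept. Nanog lay between 33.9 and 75.1 scaled fragments in the 5 lines, and Utf1 and Esrrb lay at 8.59 or below, too low to check those genotypes.
Poly(A) RNA was sequenced as 2 libraries per line, and the deposited tables of the authors give 1 pooled value per gene and line, as fragments scaled between libraries (a signal, not raw counts) and as FPKM. Between 95.7% and 96.2% of the values from 2 to 60 in a column are sums of whole multiples of 2 steps, 1 for each library. Over genes with at least 10 such fragments, the 2 libraries of a line had a mean chi-square of 1.034 to 1.0997 per gene, where 1 is sampling noise alone. Each line was therefore counted as 1 sample (n = 3 double heterozygous and n = 2 control lines), and no value has an error of its own. The columns sum to between 29623696 and 31698549 scaled fragments. The 15665 genes with a mean of at least 10 scaled fragments over the 5 lines were compared by limma with a trended variance, on log2 of the value plus 1, and a gene was called at an adjusted p under 0.05 and a change of at least 2-fold. Log2 fold changes are double heterozygous minus control on that scale, which understates the change of genes near 0. Lists of genes with a shared function were written before the data were examined, although the values in Table S1 had been seen. The test was also run on simulated data, with the spreads of these lines shuffled among genes and 200 changed genes per draw. There 84.8% of true 16-fold changes, 56.4% of true 4-fold changes and 6.8% of true 2-fold changes were called. Far more genes were called in the data (3335), which eases the adjusted threshold, so these shares are not the power of this comparison. A gene that does not pass is still not shown to be unchanged. The 2 controls share a genotype, and the paper describes them as NGFP2 N+/- cells without and with an empty vector. They may not be independent derivations. Their spread may then be smaller than that of separately derived lines, and the p-values between the groups too low.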

We chose this time point as it showed a clear reprogramming delay in the double heterozygous mutant plates compared with control plates. NGFP2^N+/−^ MEFs and the parental NGFP2^N+/−^ iPSCs were profiled as well. Hierarchical clustering analysis showed that all the double heterozygous mutant lines clustered together and were different from the control lines (Figure 3A). 

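The double heterozygous mutant lines resembled each other more closely than any of them resembled a control. Over the 17372 genes with a mean FPKM of at least 0.1, Pearson's r of log10(FPKM + 1) across genes was 0.9825 to 0.9843 in the 3 pairs of double heterozygous lines and 0.9859 between the 2 controls. In the 6 pairs of a double heterozygous and a control line it was 0.9165 to 0.9422. Average linkage on 1 minus r joined the 2 controls at a height of 0.0141 and NGFP2 N+/-;S+/- with NGFP2 N+/-;U+/- at 0.0157. NGFP2 N+/-;E+/- joined them at 0.0166, and the 2 groups met at 0.0693. Genes within a sample are not independent replicates, and no test was made on these values.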

PCA and scatterplots demonstrate significant transcriptional changes by day 6 of reprogramming between the double heterozygous mutant lines and controls (Figures 3B–3D). 

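Of the genes tested, 3335 separated the groups, and the strongest changes were decreases in the double heterozygous lines. Over the 5 lines alone, without the MEF and iPSC profiles, the first principal component of the log2 values held 79.3% of the variance. It placed the double heterozygous lines between -68.1 and -59.5 and the controls at 87.9 and 101. The second component held 9.0% and spread the double heterozygous lines from 29.9 (NGFP2 N+/-;S+/-) to -43.8 (NGFP2 N+/-;E+/-). Of the 15665 genes tested by limma, 2084 were lower and 1251 were higher in the double heterozygous lines. The lower genes made up 62.5% of those called, and 50.5% after quantile normalization, which moved the median log2 fold change of all genes from -0.02 to 0.11. At least 4-fold changes were found in 1037 lower and 275 higher genes, and in 926 and 435 after quantile normalization. Without control S15 the counts were 1234 lower and 504 higher, and without NGFP2 N+/-;S+/- 816 were higher. R2 of log10(FPKM + 1) over all genes was 0.936 and 0.916 between NGFP2 N+/-;S+/- and controls S14 and S15, against 0.986 between the controls.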

Notably, all the double heterozygous mutant lines exhibited minimal transcriptional changes both among themselves and when compared with NGFP2^N+/−^ MEFs, indicating the presence of an early reprogramming defect.

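Fewer genes differed among the double heterozygous lines than between them and the controls, counted as genes at least 2-fold apart in scaled fragments plus 1, with no test because each line gives 1 value. Of the 15665 genes, 1165 were that far apart between NGFP2 N+/-;S+/- and NGFP2 N+/-;U+/-, 1373 between NGFP2 N+/-;S+/- and NGFP2 N+/-;E+/-, and 1429 between NGFP2 N+/-;U+/- and NGFP2 N+/-;E+/-. The 2 controls, which share a genotype, were that far apart in 996 genes. Each pair of a double heterozygous and a control line differed in 3648 to 5336 genes. Among the largest differences between double heterozygous lines, Cyp11a1, which encodes a steroid-synthesis enzyme, was at 252 scaled fragments in NGFP2 N+/-;S+/-, 11.6 in NGFP2 N+/-;U+/- and 0.50 in NGFP2 N+/-;E+/-. Lum, which encodes the matrix protein lumican, was at 1705 in NGFP2 N+/-;E+/-, 56.5 in NGFP2 N+/-;U+/- and 31.4 in NGFP2 N+/-;S+/-. Csnka2ip was at 74.3 in NGFP2 N+/-;U+/- and listed at 0 in the other double heterozygous lines. R2 of log10(FPKM + 1) over all genes was 0.983 between NGFP2 N+/-;S+/- and NGFP2 N+/-;U+/- and 0.984 between NGFP2 N+/-;S+/- and NGFP2 N+/-;E+/-. The comparison with NGFP2 N+/- MEFs was not analysed here, since the MEF column of the tables belongs to another series.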

**Figure 3:**
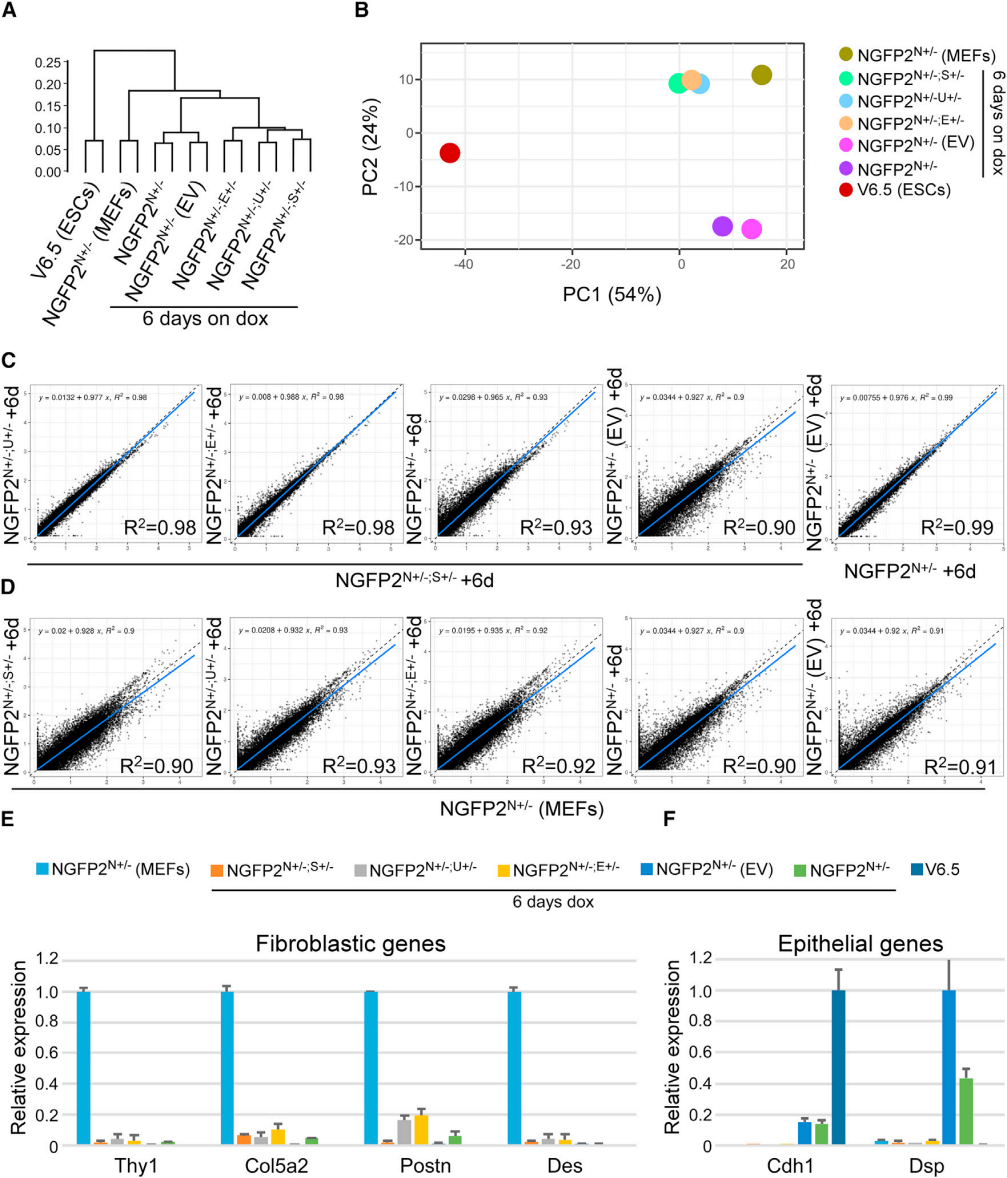
Unbiased comparative transcriptome analyses after 6 days of dox clusters NGFP2^N+/−^ double heterozygote lines far from NGFP2^N+/−^ controls (A) Hierarchical clustering of global gene expression profiles for two RNA-seq replicates (n = 2) for NGFP2^N+/−^ iPSCs, NGFP2^N+/−^ MEFs and NGFP2^N+/−^, NGFP2^N+/−^ (empty vector [EV]) and the various NGFP2^N+/−^ double heterozygous mutant induced cells (NGFP2^N+/−; E+/−^, NGFP2^N+/−; U+/−^ and NGFP2^N+/−; S4+/−^) after 6 days of reprogramming. (B) PCA for genes from (A). PC1, 54%; PC2, 24%. Each line is marked by a specific color. The group names correspond with the names in (A). Two replicates from each sample are analyzed (n = 2) and assigned a shared numerical value. (C and D) Scatterplot graphs compare gene expression between the indicated NGFP2^N+/−^ lines after 6 days of dox and controls. Blue line shows the linear representation of the data. Black line shows the y = x line. (E and F) qPCR of the indicated fibroblastic genes (E) and epithelial genes (F) in NGFP2^N+/−^ and the different NGFP2^N+/−^ double heterozygous mutant induced cells after 6 days of dox, MEFs, and V6.5 ESCs controls. mRNA levels were normalized to the housekeeping control gene *Gapdh*. Error bars presented as a mean ± SD of two duplicate runs from a typical experiment out of three independent experiments (n = 3). See also Figure S3.

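Changes of at least 16-fold in the double heterozygous mutant lines were mostly decreases. They were found in 295 lower and 16 higher genes by limma, and in 256 and 21 after quantile normalization. The numbers were 202 and 7 with 5 added before the log, and 179 and 9 in the FPKM table. Without NGFP2 N+/-;U+/- they were 293 and 9. Taking only genes that passed the test and were at least 2-fold apart the same way in all 6 pairs of a double heterozygous and a control line, 1451 were lower and 459 were higher. Without control S14, where fewer lines are fitted and only 3 pairs remain to be met, 921 were higher. The 10 largest decreases among genes averaging at least 50 scaled fragments in the higher group were Fgf3, 2300002M23Rik, Nccrp1, Ces1d, Klk14, Apol10a, Cyp4f39, Mal, Ly6g6c and Vsig8, with log2 fold changes of -8.76 to -7.45. Fgf3 (ENSMUSG00000031074) encodes a fibroblast growth factor and lies on chromosome 7 of GRCm38.p6 from 144838612 to 144843348. It was at 2989 and 2781 scaled fragments in controls S14 and S15 and at 2.88, 7.78 and 7.62 in NGFP2 N+/-;S+/-, NGFP2 N+/-;U+/- and NGFP2 N+/-;E+/- (adjusted p = 0.000147 from limma). Mal, which encodes a membrane proteolipid, was at 23504 and 26954 in the controls and 84.2 to 161 in the double heterozygous lines. The 10 largest increases were Fezf2, Necab2, Pex5l, Fam181a, Dbx1, Lhx2, Slitrk4, Gabrg1, Reln and C130071C03Rik, with log2 fold changes of 6.29 to 4.40. Fezf2, Dbx1 and Lhx2 encode transcription factors of neural development. Fezf2 was at 62.1 to 258 scaled fragments in the double heterozygous lines, 0.86 in control S14 and listed at 0 in control S15, so its fitted fold depends on the value added before the log. Gabrg1 did not pass without control S14, with a log2 fold change of 3.98 and an adjusted p of 0.0525.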

Differential expression analysis between the control groups and all the double heterozygous mutant lines identified 294 genes (p < 0.05, 2-fold change) that are upregulated solely in the control groups and 18 genes that are upregulated exclusively in the double heterozygous mutant lines (Figure S3A; Table S1). GO term analysis for the 294 genes of the control groups identified “epithelial cells,” “EMT,” “tight junction,” and “intermediate filament” as the most enriched terms (Figure S3B), suggesting the acquisition of an epithelial identity via mesenchymal to epithelial transition (MET). Accordingly, GRN analysis using iRegulon identified key reprogramming and MET factors such as GLIS1 (Scoville et al., 2017) and GATA2 (Shu et al., 2015) as key regulators for these 294 genes (Figure S3C). 

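The genes lower in the double heterozygous lines included most members of the epithelial lists, from cell junctions to keratins and the regulators of epithelial identity. Of 24 epithelial junction genes measured, 22 were lower and none was higher by limma (22 lower when adjusted over the list alone), with a median log2 fold change of -4.36. Of 11 epithelial keratins, the intermediate filaments of epithelia, 9 were lower and none was higher (9 lower when adjusted over the list alone), with a median of -4.81. Among 19 epithelial regulators the numbers were 15 lower and none higher, or 15 lower and 1 higher when adjusted over the list alone, with a median of -3.20. Stratified epidermis genes were lower in 16 of 17, with none higher (16 lower when adjusted over the list alone) and a median of -3.78. After quantile normalization 13 of them were lower. At an unadjusted p under 0.05 and at least 2-fold, the only member of these lists that was higher was Gata3 (log2 fold change 1.25), which was named after its values were seen. The adjusted p of camera with its preset correlation was 4.30e-13 for the junction genes, 2.91e-06 for the keratins, 9.54e-07 for the regulators and 1.79e-07 for the stratified epidermis genes. With an estimated correlation these values were 0.306, 0.538, 0.243 and 0.243, so none of the 4 calls held. The estimated correlations were 0.193, 0.533, -3e-04 and 0.043. That of the regulators lies below the preset 0.01, so correlation among members does not account for the loss of their call. Their unadjusted p by camera rose from 1.47e-07 to 0.0106. With an estimated correlation, camera takes its degrees of freedom from the 5 lines and not from the genes. A lost call therefore does not show that a list is unchanged. By fry, which tests whether the genes of a list move on balance one way, the adjusted p was 0.00213 for the junction genes, 0.00538 for the keratins, 0.00212 for the regulators and 0.00213 for the stratified epidermis genes. Of the 26 lists tested, 12 passed by fry. Endothelial markers, with 4 lower and 3 higher, had an adjusted p of 0.00213 by fry as well. A pass by fry is therefore not particular to the epithelial lists. Krt6a fell from 8444 and 13524 scaled fragments in the controls to 44.4 to 101 in the double heterozygous lines. The desmosome gene Dsg3 fell from 962 and 1726 to 4.59 to 14.5, and the splicing regulator Esrp1 from 334 and 438 to 2.40 to 6.05. Grhl2, which encodes an epithelial transcription factor, had a log2 fold change of -4.27. Krt18, Krt7, Cdh3 and Trp63, which were named after their values were seen, were among the members that did not pass. Of the genes that Table S1 lists as higher in the controls, matched by symbol and FPKM, 289 were tested and 288 of these were lower in all 6 line pairs. The remaining gene was C130071C03Rik, at 243 to 499 scaled fragments in the double heterozygous lines and 15.3 to 18.1 in the controls. The study chose that list on these samples, so its direction is not independent evidence. The epithelial lists were written after the values in Table S1 had been seen, so their tests are not fully independent of these samples either. The GO analysis itself was not repeated.

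**Figure D1:**
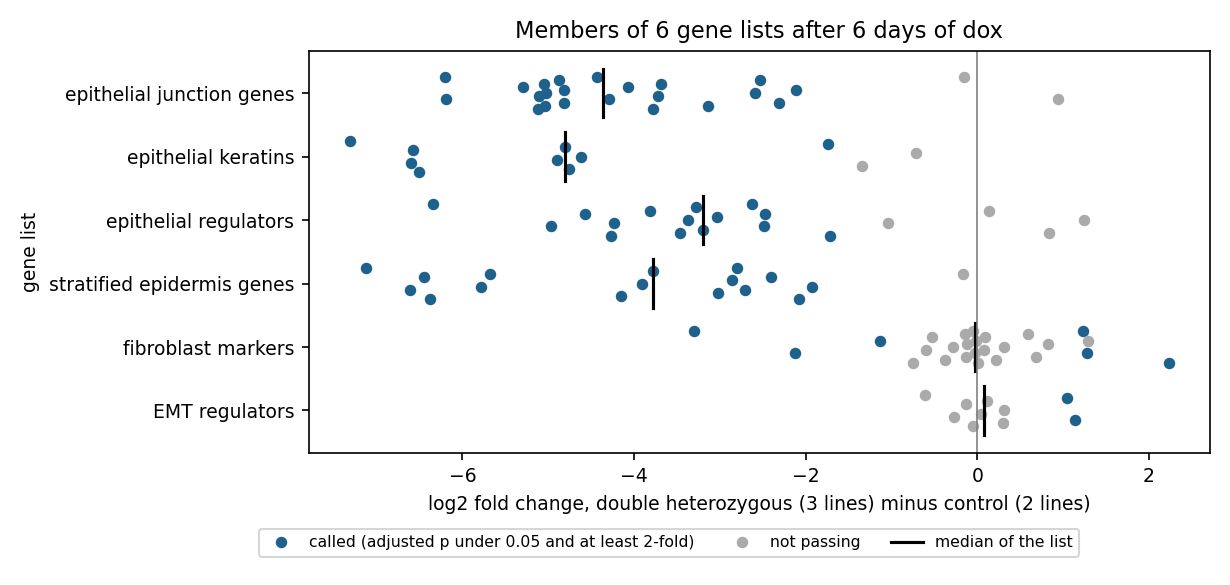
Log2 fold change (double heterozygous minus control lines, n = 3 and 2) of each measured member of 6 gene lists. Each point is a gene, blue where it was called by limma, and the bar is the median of the list, which lies between -4.81 and -3.20 for the 4 epithelial lists and at -0.02 and 0.08 for the fibroblast markers and EMT regulators.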

GO term analysis of the 18 genes of the double heterozygous mutant lines identified “JUND” as one of the most significant regulators of this gene list and “serotonin receptor signaling” as the most enriched pathway (Figure S3D). 

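Of the genes that Table S1 lists as higher in the double heterozygous lines, 13 had enough signal to be tested, and all 13 were higher in all 6 line pairs, with a median log2 fold change of 3.97 by limma. The study chose them on these samples, so this is not independent evidence. Xist_exon4, XIST_intron, ST7-AS1_1, uc_338 and the Ralyl gene of that table, matched by symbol and FPKM, lay at 12.5 scaled fragments or below in every line and were not tested. Dlk1, an imprinted gene that encodes a membrane ligand, was at 8351, 7942 and 3737 scaled fragments in NGFP2 N+/-;S+/-, NGFP2 N+/-;U+/- and NGFP2 N+/-;E+/- and at 733 and 621 in controls S14 and S15 (log2 fold change 3.22, adjusted p = 0.00131). Helt had a log2 fold change of 3.31 and Tnfrsf19 one of 3.97, both past the threshold. Rgs5 had a log2 fold change of 3.31 (adjusted p = 0.0246) and did not pass without NGFP2 N+/-;U+/-, NGFP2 N+/-;E+/-, control S14 or control S15. Of 4 serotonin receptor genes measured, 2 were higher and none was lower by limma, adjusted over all genes or adjusted over the list alone, and none was lower at an unadjusted p under 0.05. Htr7 (ENSMUSG00000024798), on chromosome 19 of GRCm38.p6 from 35958415 to 36058133, was at 321, 414 and 79.5 scaled fragments in NGFP2 N+/-;S+/-, NGFP2 N+/-;U+/- and NGFP2 N+/-;E+/- and at 22.3 and 13.8 in controls S14 and S15. Its log2 fold change was 3.57 (standard error 0.70, adjusted p = 0.0118), and it did not pass without control S15 (adjusted p = 0.0807). Htr3a had a log2 fold change of 2.40 (adjusted p = 0.0311) and passed in no fit without NGFP2 N+/-;U+/-, NGFP2 N+/-;E+/-, control S14 or control S15, nor with no filter on low values. Jund transcript itself lay at 2697 to 4422 scaled fragments in the double heterozygous lines and 5123 to 5213 in the controls (log2 fold change -0.56, adjusted p = 0.0892, not passing). Among 10 genes of the AP-1 family, 1 was higher by limma (1 when adjusted over the list alone) and none was lower, while at an unadjusted p under 0.05 and any fold 4 were lower and 2 were higher. The higher gene, Atf3, had a log2 fold change of 1.23 (adjusted p = 0.0081) and did not pass without control S15 or in the FPKM table, while 2 members were higher after quantile normalization, and without NGFP2 N+/-;E+/- 2 were higher and 1 was lower.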

Of note, the AP1 family of proteins was previously suggested to act as the safeguard of the fibroblast identity (Jaber et al., 2020; Liu et al., 2015).

Given these analysis, we examined the expression levels of well-known fibroblastic markers (*Thy1*, *Col5a1*, *Postn*, and *Des*) and EMT regulators (*Twist1*, *Zeb1*, *Snai2*, and *Foxc2*), and noticed a comparable downregulation between the control and the double heterozygous mutant lines (Figures 3E and S3E). In contrast, the double heterozygous mutant lines failed to express epithelial genes such as *Cdh1*, *Dsp*, *Epcam*, *Cldn4*, and Cldn7, (Figures 3F and S3F), suggesting late MET blockage.

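Most fibroblastic markers did not separate the double heterozygous lines from the controls at day 6, and those that did went both ways. Of 26 fibroblast markers measured, 3 were lower, 3 were higher and 20 did not pass by limma (3 lower and 3 higher when adjusted over the list alone), with a median log2 fold change of -0.02. Thy1 lay at 2912 to 9675 scaled fragments in the double heterozygous lines and at 3273 and 9213 in the controls, a spread within each group larger than the difference between them. Postn was likewise at 9015 to 30926 and at 11777 and 33508. Col5a1 had a log2 fold change of 0.22 (standard error 0.38), Twist1 one of 0.12 (standard error 0.24) and Zeb1 one of -0.13 (standard error 0.27), none of them passing, and the sign of each of these 5 genes turned when a single line was left out. Des was higher in the double heterozygous lines, at 630, 1012 and 1090 scaled fragments in NGFP2 N+/-;S+/-, NGFP2 N+/-;U+/- and NGFP2 N+/-;E+/- against 133 and 265 in controls S14 and S15 (log2 fold change 2.23, standard error 0.37, adjusted p = 0.00614). Acta2 and Tagln were the other higher markers and Dcn, Fbn1 and Sparc the lower ones, of which Acta2 and Sparc were named after their values were seen. Fbn1 fell from 70394 and 85638 scaled fragments in the controls to 14017 to 20667. The lower count was 1 without control S14 and 1 without control S15, where Dcn no longer passed, and the higher count was 1 without control S14, where Tagln no longer passed. Of 10 EMT regulators, Snai2 and Foxc2 were higher, none was lower and 8 did not pass (1 higher when adjusted over the list alone, and 1 lower at an unadjusted p under 0.05 and any fold). Snai2 had a log2 fold change of 1.14 (adjusted p = 0.0374) and did not pass without NGFP2 N+/-;U+/-, NGFP2 N+/-;E+/-, control S14 or control S15, nor with no filter on low values. Foxc2 had a log2 fold change of 1.04 (adjusted p = 0.0118) and did not pass without NGFP2 N+/-;E+/-, control S14 or control S15. The decrease from MEFs and the quantitative PCR were not analysed here.

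**Figure D2:**
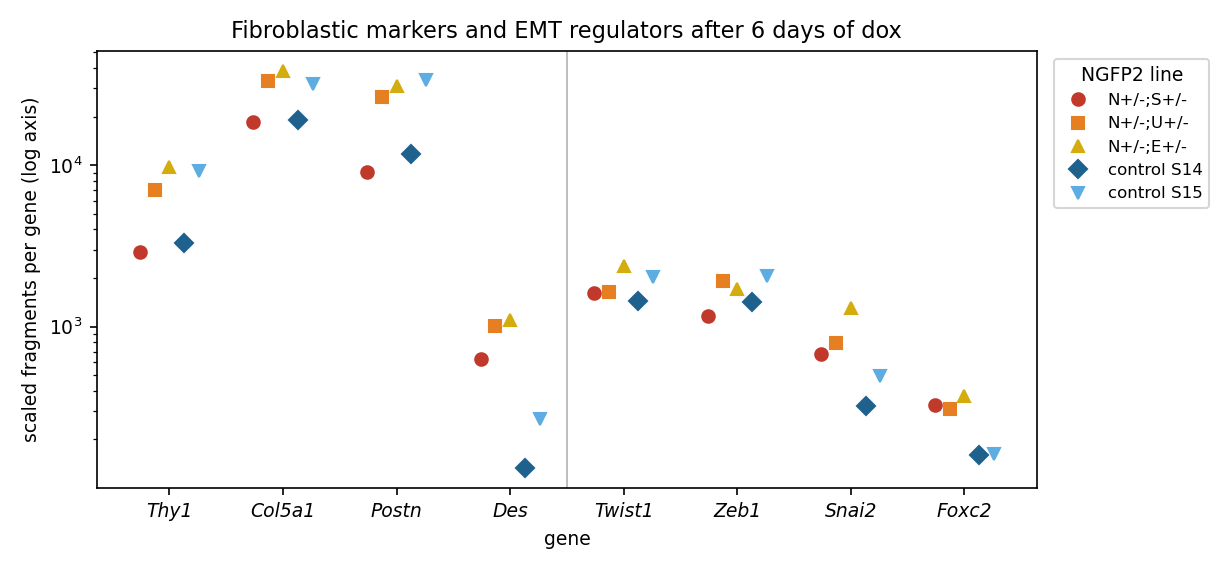
Scaled fragments per gene (log axis) of 4 fibroblastic markers and 4 EMT regulators, 1 point per line after 6 days of dox. Only Des, Snai2 and Foxc2 have all 3 double heterozygous lines above both controls.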

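Epithelial adhesion genes were expressed in both controls and were many times lower in the 3 double heterozygous lines. Cdh1 (ENSMUSG00000000303), which encodes E-cadherin, lies on chromosome 8 of GRCm38.p6 from 106603350 to 106670247. It was at 3963 and 2898 scaled fragments in controls S14 and S15 and at 128, 86.1 and 153 in NGFP2 N+/-;S+/-, NGFP2 N+/-;U+/- and NGFP2 N+/-;E+/-. The mean of the controls was 28.0 times that of the double heterozygous lines (log2 fold change -4.82, standard error 0.29, adjusted p = 0.000223 from limma). Dsp, which encodes the desmosomal protein desmoplakin, was at 29239 and 34912 in the controls and at 853, 1320 and 1301 in the double heterozygous lines (log2 fold change -4.81, adjusted p = 0.000147). Epcam, on chromosome 17 from 87635979 to 87651127, was at 1059 and 1824 against 33.1, 28.0 and 44.3, with a log2 fold change of -5.29. The claudins of tight junctions fell as far. Cldn4, on chromosome 5 from 134945123 to 134946934, was at 1987 and 3543 scaled fragments in the controls and at 36.4, 18.4 and 64.1 in the double heterozygous lines, with a mean 69.8 times higher in the controls. Cldn7 was at 184 and 234 in the controls and at 5.13 to 5.63 in the double heterozygous lines (log2 fold change -5.04, adjusted p = 0.000236). Each of these 5 genes was lower in 3 of 3 double heterozygous lines than in either control, and each passed in every alternative that tested it, including those with 1 line left out. Crb3 and Evpl, a polarity gene and a gene of the cell envelope, had log2 fold changes of -6.19 and -5.11. From the failure to express these genes, in contrast to fibroblastic markers and EMT regulators that it states were downregulated comparably to controls, the paper proposes a late blockage of MET.

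**Figure D3:**
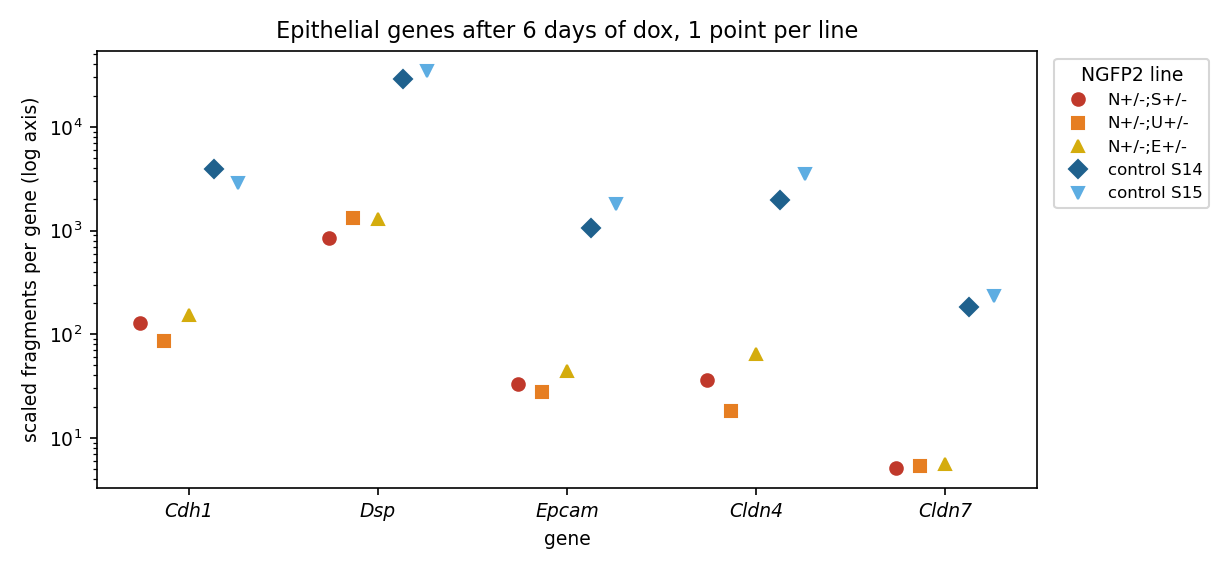
Scaled fragments per gene (log axis) of 5 epithelial genes, 1 point per line after 6 days of dox. The 2 controls lie above the 3 double heterozygous lines for every gene, with Cdh1 at 2898 and 3963 in the controls and 86.1 to 153 in the double heterozygous lines.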

### Reprogramming impairment caused by double heterozygous allele elimination is not restricted to a system or to the identity of the modified alleles

To exclude the possibility that the observed effect is system specific, we used additional secondary iPSC system, NGFP1^N+/−^, which differs in its reprogramming efficiency, dynamics, and factor stoichiometry (Wernig et al., 2008).

As NGFP2^N+/−;S+/−^ demonstrated the strongest delay in pluripotency induction, we thought to eliminate one allele of *Sall4* in NGFP1^N+/−^ as well. Initially, we confirmed by single molecule mRNA-fluorescence *in situ* hybridization (sm-mRNA-FISH) that the strong effect seen in NGFP2^N+/−;S+/−^ is a result of approximately a 50% decrease in the transcript levels of *Sall4* (Figure 4A).

**Figure 4:**
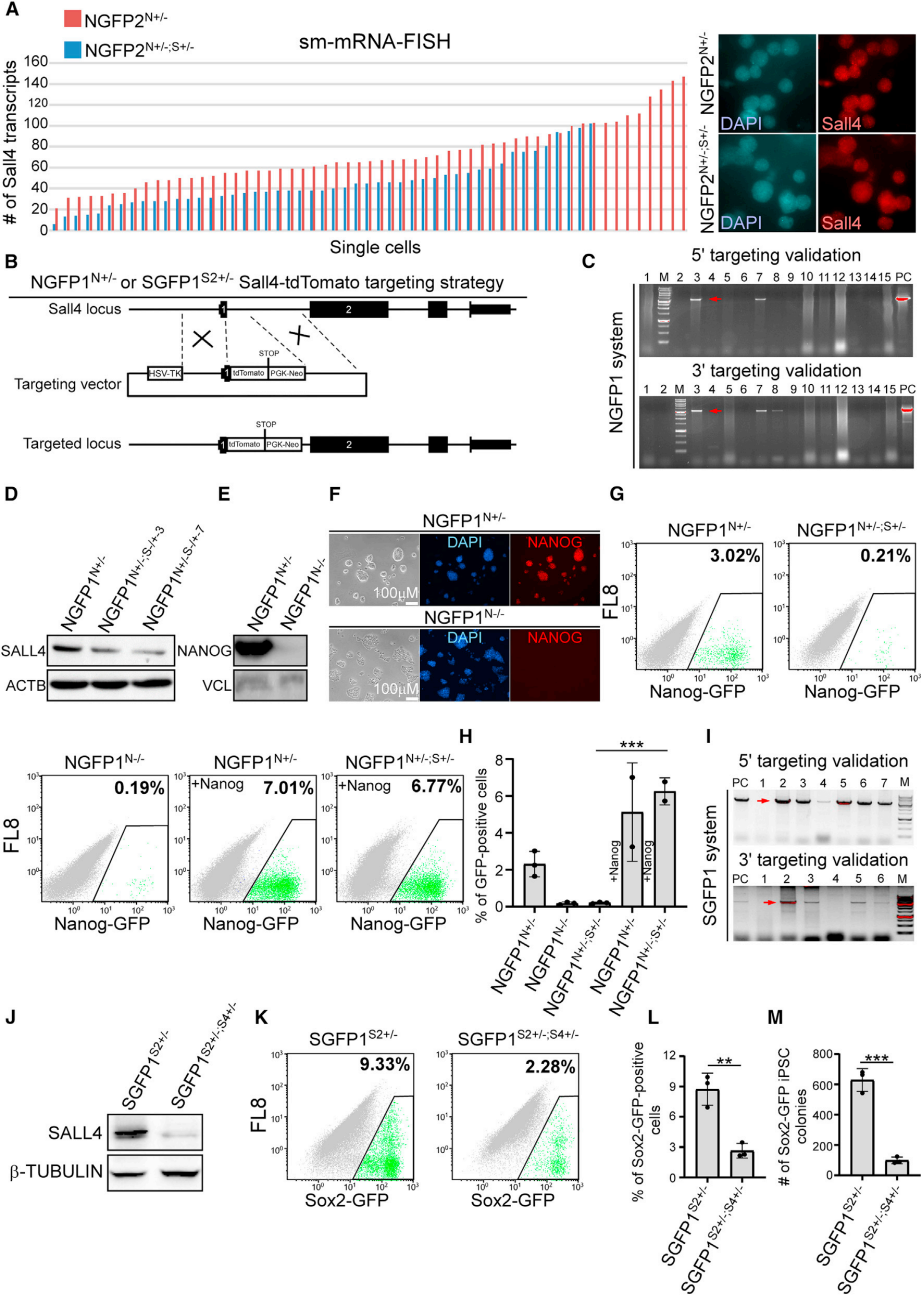
NGFP1^N+/−^ double heterozygous mutant MEFs and Nanog KO MEFs show strong reprogramming inhibition (A) sm-mRNA-FISH directed toward *Sall4* transcripts in 57 NGFP2^N+/−^ single iPS cells (n = 57) and 49 NGFP2^N+/−; S+/−^ single iPS cells (n = 49). (B) Schematic representation of the KI/KO targeting strategy for replacing one allele of *Sall4* with tdTomato in NGFP1^N+/−^ and SGFP1^S2+/−^. (C) PCR analyses for transfected NGFP1^N+/−^ iPSC clones demonstrate correct targeting events (red arrows). (D) Western blot analysis demonstrates a reduction of approximately 50% of the protein levels of SALL4 compared with NGFP1^N+/−^ controls. (E and F) NGFP1^N+/−^ iPSCs were transfected with CRISPR/Cas9 and gRNA against *Nanog* to produce *Nanog* KO NGFP1^N−/−^ line. Western blot analysis (E) and immunostaining (F) demonstrate a complete loss of NANOG in the KO line. (G) Flow cytometry analysis of Nanog-GFP-positive cells in NGFP1^N+/−^, NGFP1^N+/−;S+/−^, NGFP1^N−/−^ and following overexpression of *Nanog* after 13 days of dox followed by 3 days of dox removal. (H) Graph displays the percentages of Nanog-GFP-positive cells following 13 days of dox and 3 days of dox removal in the indicated lines, or after *Nanog* overexpression. Data are derived from three independent reprogramming experiments (n = 3) or two for *Nanog* overexpression (n = 2). ^∗∗∗^p = 0.0006 using a two-tailed unpaired t test calculated by GraphPad Prism (8.3.0). (I) PCR validation for SGFP1^S2+/−; S4+/−^ clones. Red arrows mark targeting events. (J) Western blot analysis detects SALL4 levels in SGFP1^S2+/−^ and SGFP1^S2+/−; S4+/−^ iPSCs. (K) Flow cytometry analysis of Sox2-GFP-positive cells for SGFP1^S2+/−^ and SGFP1^S2+/−; S4+/−^ after 13 days of dox and 3 days of dox withdrawal. (L and M) Graphs display the percentages (L) or colony number (M) of Sox2-GFP-positive cells for SGFP1^S2+/−^ and SGFP1^S2+/−;S4+/−^ after 13 days of dox and 3 days of dox withdrawal. Error bars indicate standard deviation between three independent experiments/replicates (n = 3). ^∗∗^p = 0.0038, ^∗∗∗^p = 0.0003 using a two-tailed unpaired t test calculated by GraphPad Prism (8.3.0). See also Figure S4.

Then, we targeted a tdTomato reporter gene into the *Sall4 locus* of NGFP1^N+/−^ as described above (Figure 4B). Correctly targeted NGFP1^N+/−;S+/−^ iPSC colonies were validated by PCR and western blot (Figures 4C and 4D). We also produced a *Nanog* KO NGFP1^N−/–^ line as a single KO gene control (Figures 4E, 4F, and S4A). Secondary MEFs were produced from NGFP1^N+/−^, NGFP1^N+/−;S+/−^, and NGFP1^N−/–^, which were then exposed to dox for 13 days followed by 3 days of dox removal. Flow cytometry analysis of the various reprogramming plates showed a clear and comparable reduction in the percentage of Nanog-GFP-positive cells in NGFP1^N+/−;S+/−^ and NGFP1^N−/–^-induced cells compared with control NGFP1^N+/−^ cells (Figure 4G). As in the NGFP2^N+/−^ system, exogenous expression of *Nanog* rescued NGFP1^N+/−;S+/−^ double heterozygous mutant cells (Figures 4G and 4H).

We then asked whether the pluripotency induction impairment seen is restricted to combinations that harbor allele elimination of *Nanog*. To that end, we eliminated one allele of *Sall4* in SGFP1^S2+/−^ line, a secondary iPSC system that was generated in our laboratory and contains GFP reporter instead of one allele of *Sox2.* Correctly targeted SGFP1^S2+/−;S4+/−^ iPSC colonies were validated by PCR, western blot, and immunostaining (Figures 4I, 4J, and S4B). As expected, and differently than the NGFP2/1 double heterozygous mutant lines (Figures 1D and S4C), SGFP1^S2+/−;S4+/−^ did not show reduction of ESRRB levels (Figure S4C). Nevertheless, a significant reduction in reprogramming efficiency was noted in SGFP1^S2+/−;S4+/−^ cells compared with SGFP1^S2+/−^ controls (Figures 4K–4M). It is interesting, however, to note that while all the double heterozygous NGFP^N+/−^ lines produced a negligible number of iPSCs following 13 days of reprogramming (i.e., 0.0%–0.2%), the SGFP1^S2+/−;S4+/−^ double heterozygous mutant cells produced approximately 2%–2.5% of iPSCs. This difference can be explained by the levels of the *Oct4* transgene that is much higher in SGFP1^S2+/−^ cells compared with the NGFP^N+/−^ cells (Figure S4D). Taken together, these results suggest that the reprogramming blockage seen in the double heterozygous mutant lines is not specific to a system nor to a combination of eliminated genes’ alleles.

### Reduced early stochastic expression of the targeted genes cannot explain the reprogramming blockage seen in the double heterozygous mutant lines

Stochastic expression of pluripotency genes during early stages of reprogramming was evident by multiple single-cell studies (Buganim et al., 2012; Guo et al., 2019). Thus, we hypothesized that the lack of two key pluripotency alleles in the double heterozygous mutant cells might impair their ability to pass the early stochastic phase. To explore it, we generated tracing system for *Nanog* and *Sall4*, as they both exhibit high stochastic activity at early stages of reprogramming (Buganim et al., 2012).

We targeted a *2A-EGFP-ERT-CRE-ERT* cassette into the 3′ UTR of *Sall4* or *Nanog* using ESC line that contains a lox-STOP-lox (L-S-L) cassette upstream to a tdTomato reporter gene and M2rtTA transactivator at the *Rosa26* locus (Figures 5A and 5B). Transfected colonies were sorted based on EGFP expression and correct targeting was validated by PCR (Figures 5C and 5D). Correctly targeted ESC clones (i.e., RL8 for *Sall4* and RL9 for *Nanog*) were exposed to tamoxifen (Tam) and the percentage of tdTomato-positive cells was scored by flow cytometry (Figures 5E, 5F, and S5A–S5D), demonstrating high L-S-L cassette removal efficiency.

**Figure 5:**
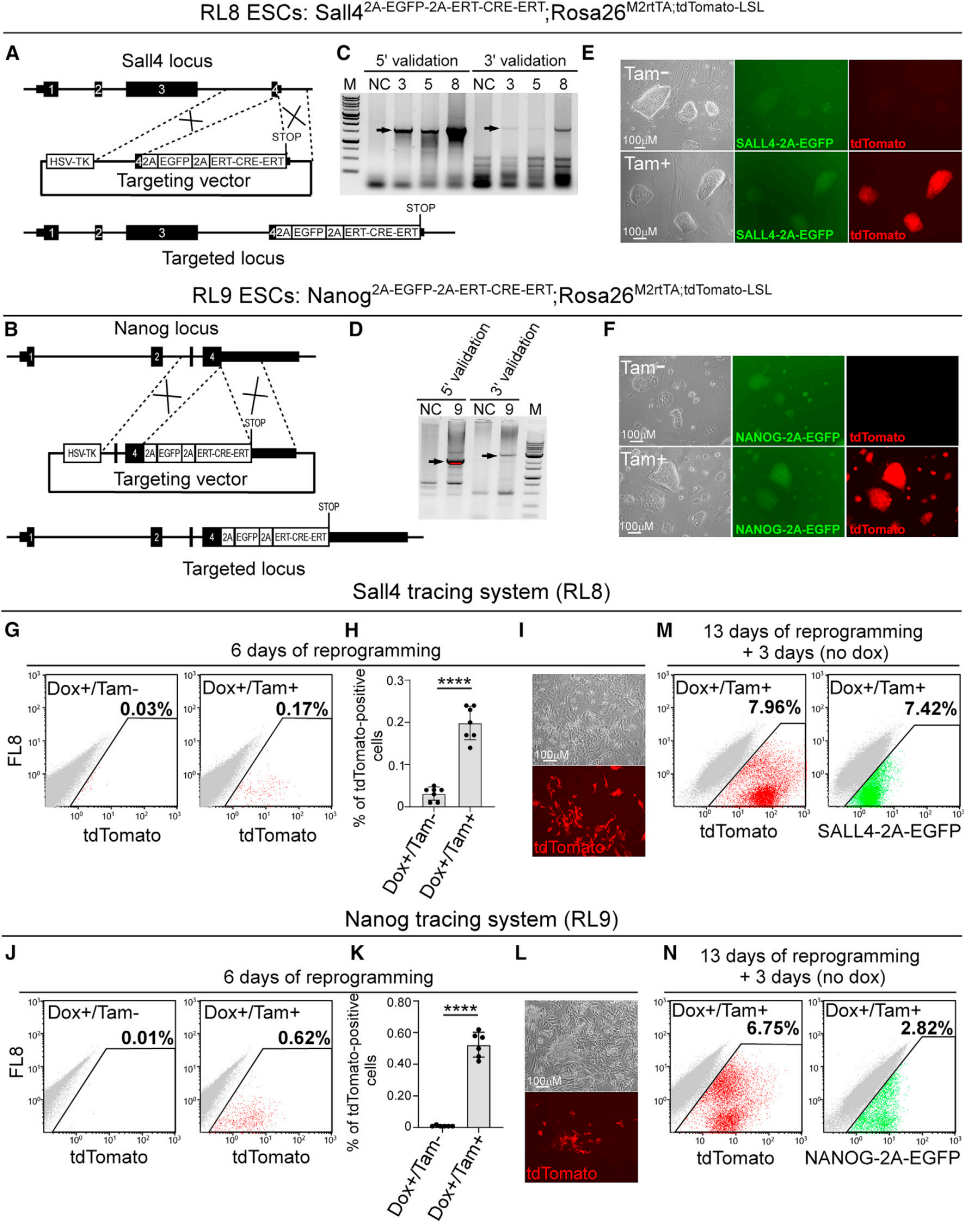
Sall4 and Nanog tracing systems cannot explain the reprogramming blockage observed in the double heterozygous mutant cells (A and B) Schematic representation of the targeting strategy to introduce a 2A-EGFP-ERT-CRE-ERT cassette into the *Sall4 locus* (A) or into the *Nanog locus* (B). (C and D) PCR validations for targeted colonies demonstrate correct targeting band size for *Sall4* (C) and for *Nanog* (D) using both 5′ and 3′ regions of the incorporation point. Black arrows depict correct targeting events. NC, negative control. (E and F) Representative bright field, RFP, and GFP channel images for the Sall4 (E) or Nanog (F) tracing systems before and after Tam addition. (G) Flow cytometry analysis of tdTomato-positive RL8 induced cells that were infected with dox-inducible OSKM vectors and exposed to dox with or without Tam for 6 days. (H) Graph summarizes the percentages of tdTomato-positive cells of the Sall4 tracing system after 6 days of dox with or without Tam. Error bars indicate standard deviation between 7 independent experiments/replicates (n = 7). ^∗∗∗∗^p < 0.0001 using a two-tailed unpaired t test calculated by GraphPad Prism (8.3.0). (I) Bright field and RFP channel images of tdTomato-positive cells from the Sall4 tracing system after 6 days of dox and Tam addition. (J) Flow cytometry analysis of tdTomato-positive RL9 induced cells that were infected with dox-inducible OSKM vectors and exposed to dox with or without Tam for 6 days. (K) Graph summarizes the percentages of tdTomato-positive cells of the Nanog tracing system after 6 days of dox with or without Tam. Error bars indicate standard deviation between 6 independent experiments/replicates (n = 6). ^∗∗∗∗^p < 0.0001 using a two-tailed unpaired t test calculated by GraphPad Prism (8.3.0). (L) Bright field and RFP channel images of tdTomato-positive cells from the Nanog tracing system after 6 days of dox and Tam addition. (M and N) Flow cytometry analysis of tdTomato and SALL4-2A-EGFP-positive cells (M) or NANOG-2A-EGFP-positive cells (N) after 13 days of OSKM induction in the presence of dox and Tam followed by 3 days of dox withdrawal. Representative flow cytometry plots are shown out of 7 or 6 independent reprogramming runs (n = 7 for Sall4 and n = 6 for Nanog tracing). See also Figure S5.

To correlate the stochastic expression of the targeted alleles to the observed delay, most induced cells should show some activation of the targeted alleles at early time point of reprogramming.

MEFs produced from *Sall4* and *Nanog* tracing ESC systems were transduced with dox-inducible OSKM cassette and tdTomato activation was assessed in the induced cells after 6 days and after 13 days of reprogramming followed by 3 days of dox removal. Only up to 0.24% of the Sall4 tracing cells and up to 0.62% of Nanog tracing cells were tdTomato-positive at day 6 of reprogramming, ruling out the possibility that *Sall4* or *Nanog* stochastic expression early in reprogramming is responsible for the observed blockage (Figures 5G–5I and 5J–5L). In addition, 7.42% of SALL4-2A-EGFP in conjunction with 7.96% of tdTomato-positive cells for the Sall4 tracing system and 2.8% of NANOG-2A-EGFP together with 6.7% of tdTomato-positive cells for the Nanog tracing system at the end of the reprogramming process confirmed successful reprogramming (Figures 5M and 5N). We also explored the ability of NANOG or SALL4-positive cells (i.e., tdTomato cells) to mark reprogrammed cells. On day 6 of reprogramming, tdTomato-positive cells were sorted and reseeded on a feeder layer for continuous reprogramming with dox and Tam. Indeed, both NANOG and SALL4 demonstrated significant enrichment for reprogrammed cells (Figures S5E–S5H). In conclusion, this set of experiments, challenges the notion that reduced stochastic expression of the targeted pluripotent alleles is responsible for the early reprogramming blockage.

### Methylation abnormalities in the double heterozygous mutant fibroblasts is correlated with reprogramming impairment

The fact that additional exogenous expression of OSK factors rescued the phenotype of the double heterozygous mutant cells (Figure S2G) suggests that epigenetic abnormalities, rather than the elimination of the targeted alleles themselves, are responsible for the observed blockage. Given the crucial role of DNA methylation in reprogramming, we hypothesized that the double heterozygous mutant MEFs might harbor abnormal DNA methylation that hinders their ability to undergo reprogramming. To test this hypothesis, SGFP1^S2+/−;S4+/−^ MEFs and control SGFP1^S2+/−^ MEFs were subjected to reduced representation bisulfite sequencing (RRBS).

Methylation analysis revealed that the two MEF lines are very similar in regard to their CpG-enriched methylation landscape, suggesting that overall the double heterozygous mutant cells harbor a correct fibroblastic methylation landscape, comprising of approximately 1,900,000 sites, that are shared with the control MEFs. However, read counts did vary between samples and so did reads per site, clustering them as two different groups (Figure 6A). Differentially methylated regions (DMRs) were defined as CpG sites of consecutive tiles that are 100-bp long in size, include at least 15 reads and show at least 20% methylation differences between the two MEF lines. All DMRs were adjusted to p value of 1e-3 or lower. This analysis yielded two groups of DMRs: (i) 1,263 tiles that are more methylated and (ii) 1,384 tiles that are less methylated in the double heterozygous mutant MEFs compared with controls (Figures 6B and 6C). We then associated each DMR to its neighboring gene and ran GO term analysis. Interestingly, many of the DMRs were found to be associated with “loss of function of *Oct4*” and are associated with “Hippo signaling” (Figures 6D and 6E), suggesting that the loss of the indicated two pluripotency alleles in the pluripotent state might result in abnormal differentiation and DNA methylation later on in their somatic cell derivatives.

**Figure 6:**
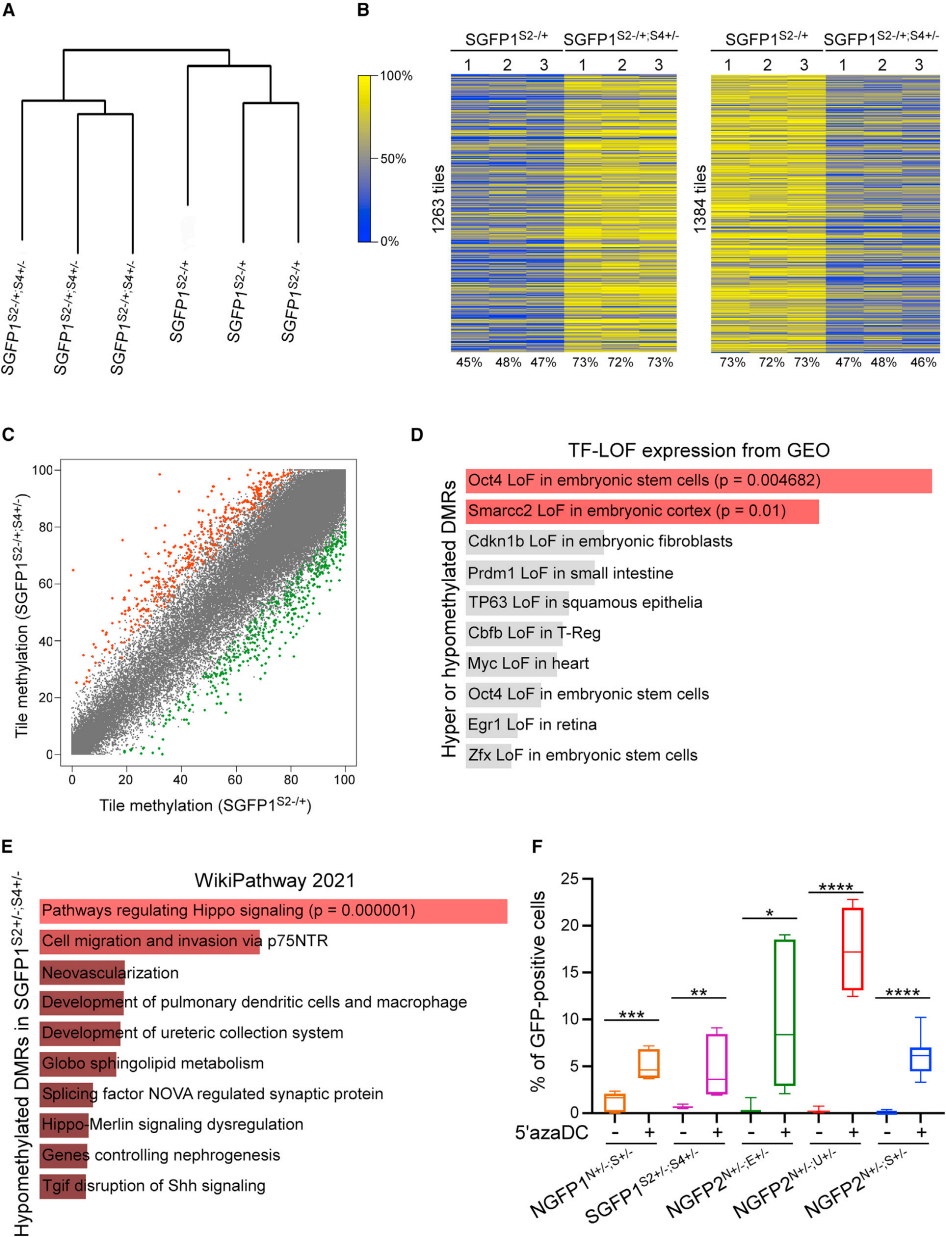
DNA methylation abnormalities in the double heterozygous mutant fibroblasts hinder the reprogramming process (A) Dendrogram for SGFP1^S2+/−^ MEFs and SGFP1^S2^ ^+/-;^^^S4+/^−^ MEFs based on the level of relative change observed at CpG sites with a threshold of 10 reads per site. For each sample, three independent biological replicates are analyzed (n = 3). (B) Heatmaps display DMRs (20%) in the indicated samples. Each tile (100 bp) is filtered to include at least 15 reads. p < 0.001. For each sample, three independent biological replicates are analyzed (n = 3). (C) Scatterplot analysis (average of 3 replicates, n = 3) shows all the DMRs between SGFP1^S2+/−^ MEFs and SGFP1^S2^^+/-;^^^S4+/^−^ MEFs. Stained tiles are associated with genes that are related to pluripotency and development and are significantly more methylated in SGFP1^S2^^+/-;^^S4+/−^ MEFs (red) or in SGFP1^S2+/−^ MEFs (green). (D and E) GO term enrichment analysis using different categories of EnrichR for hyper- or hypomethylated DMRs (D) or hypomethylated DMRs (E) in SGFP1^S2^^+/-;^^S4+/−^ MEFs. (F) Bar plot graph displays the percentage of GFP-positive cells in the indicated samples after 13 days of dox and 3 days of dox removal with and without prior treatment of 5′azaDC for two days. Boxes indicate 50% (25–75%) and whiskers (5–95%) of all measurements, with middle lines depicting the medians. Data are derived from six to nine independent reprogramming runs (n = 6–9). ^∗^p = 0.0127, ^∗∗^p = 0.0069, ^∗∗∗^p = 0.0001, ^∗∗∗∗^p < 0.0001 using a two-tailed unpaired t test calculated by GraphPad Prism (8.3.0). See also Figure S6.

To confirm that DNA methylation abnormalities is responsible for the reprogramming delay, double heterozygous mutant MEFs from all systems were treated for two days with 5-Aza-2′-deoxycytidine (5′azaDC) and reprogramming experiments were carried out. In agreement with the RRBS results, treatment of 5′azaDC rescued the reprogramming defect (Figure 6F).

We then correlated the 1604 differentially expressed genes identified through the comparison between NGFP2^N+/−^ control iPSCs and the double heterozygous mutant iPSC lines (Figure S2D) with the genes affected by methylation in SGFP1^S2+/−;S4+/−^ MEFs. A significant overlap was observed, with 53 genes displaying hypermethylation and 69 genes showing hypomethylation in SGFP1^S2+/−;S4+/−^ MEFs (p < 0.00001) (Figures S6A and S6B; Table S1). This overlap was particularly enriched in pathways governing fibroblastic identity, such as “MEFs,” “FGF signaling,” and “fibrosis,” and was further associated with regulation by pluripotency factors such as “OCT4,” “TCF3,” “SOX2,” and "NANOG" (Figures S6C and S6D). GRN analysis conducted for both gene lists identified the pluripotency factor OCT4 as a major regulator of the 53 hypermethylated genes, along with the TGFPβ protein member SMAD1 and the homeobox protein member NKX2-1. Furthermore, the analysis pinpointed on critical early developmental factors such as PAX2, FOXA1, E2F1, and the homeobox protein CDX4 as major regulators for the 69 hypomethylated genes (Figures S6E and S6F). These findings collectively suggest that reduced pluripotency gene levels during the pluripotent state may lead to methylation abnormalities in regions critical for the function of somatic cell derivatives, and this process is mediated by both pluripotent and key developmental regulators.

## Discussion

PSCs in 2i/L culture are less affected by differentiation cues due to robust inhibitor-based protection. Conversely, those in S/L conditions are more prone to differentiation signals, resulting in greater transcriptome heterogeneity. In this scenario, any pluripotency gene expression dysregulation can disrupt pluripotency maintenance, potentially affecting somatic cell derivative development.

Here, by using PSCs as a tested model we aimed to understand how reduced levels of pluripotency genes affects cell’s function. We deleted a single allele from various combinations of two pluripotency genes (i.e., *Nanog*^+/−^;*Sall4*^+/−^, *Nanog*^+/−^;*Esrrb*^+/−^, *Nanog*^+/−^;*Utf1*^+/−^, and *Sox2*^+/−^;*Sall4*^+/−^) and used different PSC systems to exclude any system-specific effect.

Interestingly, while examination of the developmental potential of the cells did not reveal a significant difference between the double heterozygous mutant cells and their parental controls, fibroblasts derived from the double heterozygous mutant pluripotent cells demonstrated a strong delay in their capability to induce pluripotency either by transcription factors or by NT. The poor reprogramming efficiency observed between the various pluripotent stem cell systems ranged from a complete blockage at the MET transition (NGFP2 line) to a later blockage at the stabilization step just before the acquisition of pluripotency (NGFP1 and SGFP1 lines).

Given that the affected genes were shown to play a major role during the stochastic phase of the reprogramming process, we examined the possibility that reduced stochastic expression of the targeted genes hinders the capability of the cells to pass the stochastic phase and to induce pluripotency. To support this hypothesis, one should show that the activation of the *Sall4* or *Nanog* allele is a frequent event and occurred in most induced cells at early stages of reprogramming. Using tracing systems for Nanog and Sall4 we show that, only a small number of induced cells could activate the targeted alleles following 6 days of factor induction, suggesting that reduced stochastic expression of these genes is not responsible for the global reprogramming delay seen in the double heterozygous mutant cells.

Additional expression of multiple pluripotent genes (e.g., *Sall4*, *Nanog*, *Utf1*, *Esrrb*, and *OSK*) can either partially or fully rescue the observed blockage; thus, we next hypothesized that epigenetic barrier in the double heterozygous mutant fibroblasts may cause the observed delay. Indeed, CpG-enriched DNA methylation analysis demonstrated a clear difference in the DNA methylation levels in regions within pluripotent and developmental genes between the two fibroblast lines, suggesting that even a 50% reduction in the levels of two pluripotent genes is sufficient to induce aberrant DNA methylation during development. In fact, although *Oct4* expression was unaffected in the iPSCs, GO enrichment analysis of the derived MEFs revealed the loss of Oct4’s core pluripotency function. This discrepancy can be attributed to the reduced levels of key pluripotent genes in the iPSCs, including *Nanog*, *Sox2*, *Sall4*, and *Esrrb*, which are known to regulate the core DNA methylation machinery (Adachi et al., 2018; Shanak and Helms, 2020; Tan et al., 2013).

These findings may have implications beyond their impact on pluripotency and reprogramming. Our data indicate that even a 50% reduction in the levels of two pluripotent genes can have significant consequences during embryonic development. This mechanism may provide valuable insights and potential explanations for unresolved cases of spontaneous abortion or improper development.

Fluorescent reporter genes are a widely used tool in science to monitor the activity of a gene, regulatory element, or other elements in the genome. One of the most common approaches to introduce a reporter gene in a locus-specific manner is by the KI/KO approach. In this technique, the genomic sequence of the element of interest is being replaced by the coding sequence of the reporter gene, leaving only one intact allele of the targeted element. Our research highlights the potentially harmful impact of eliminating even a single allele within targeted cells. Consequently, exploring alternative techniques like self-cleavage peptides 2A and the internal ribosome entry site for introducing a reporter gene into the gene of interest, without disrupting the gene’s coding sequences, offers notable benefits. Collectively, our findings underscore the importance of maintaining two intact alleles for ensuring optimal cellular functionality.

## Experimental procedures

### Resource availability

#### Corresponding author

Further information and requests for resources and reagents should be directed to and will be fulfilled by the corresponding author, Yosef Buganim ().

#### Materials availability

All unique/stable reagents generated in this study are available from the lead contact with a completed Materials Transfer Agreement.

### Experimental model and subject details

This research was performed in compliance with the joint ethics committee (IACUC) of the Hebrew University and Hadassah Medical Center. The Hebrew University is an AAALAC international accredited institute.

### Quantification and statistical analyses

Statistical analysis was performed by 2-tailed unpaired t test calculated by GraphPad Prism (8.3.0). All data are presented mean ± SD. p < 0.05 was considered statistically significant. Sufficient sample size was estimated without the use of a power calculation. Data analysis was not blinded.

## Data Availability

The accession number for the RNA-seq data for the various NGFP2^N+/−^ double heterozygous mutant and control iPSC lines is "GEO: GSE182009". The accession number for the RNA-seq for NGFP2^N+/−^ double heterozygous mutant and control MEF lines after 6 days of reprogramming and RRBS for the SGFP1^S2+/−^ and SGFP1^S2+/−;S4+/−^ primary MEFs is "GEO: GSE192655".

## Supplemental information

Document S1. Figures S1–S6 and Table S2

Table S1. Differential expressed genes and genomic loci between control and double heterozygous mutant lines, related to main Figures 3, 6, and Supplementary Figures S2, S3, S6

Document S2. Article plus supplemental information

How the deposited data were processed for this re-analysis (not part of the article)

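RNA-seq was examined for 5 NGFP2 lines after 6 days of dox, namely NGFP2 N+/-;S+/-, NGFP2 N+/-;U+/- and NGFP2 N+/-;E+/- (the double heterozygous group) and 2 NGFP2 N+/- controls. The labels give 10 samples, 2 libraries per line, made from poly(A) RNA with the SENSE mRNA-seq kit. The labels name FastQC 0.11.2, Trim Galore 0.3.7, TopHat2 2.0.11 with GRCm38 and Cufflinks 2.2.1, and also Cuffnorm and Cuffdiff, without a scaling method or an annotation release.

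The authors deposited 2 tables of 39179 genes with 1 column per line. The count table holds, by the authors, a signal of fragments per gene scaled between libraries and pooled over the 2 libraries of a line, and the other table holds FPKM by the authors. The values are not whole numbers, so methods for raw counts were not used. It had been planned to fit the 10 libraries where the files gave them. Since the columns are pooled, comparisons of single lines are given as values with no test. In each table 2 columns, of V6.5 ESCs and of MEFs, belong to another series, and these 4 columns were not used. The 2 tables used here do not cover the iPSC, bisulfite or NGFP1 experiments. Data of those experiments were not analysed, apart from the gene lists of Table S1.

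The 39165 genes marked OK in all 5 columns were kept. Symbols are those of the tables, and 37599 of the 39165 identifiers matched the gene name reference. Positions are from the RefSeq annotation of GRCm38.p6 and were found for 14062 of the 15665 genes tested.

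Depth and precision were read from the low values. Between 95.7% and 96.2% of values from 2 to 60 could be written as 1 sum of whole multiples of the 2 steps of a column, and none in more than 1 way. The steps correspond to libraries of about 26.1 M to 40.2 M fragments. The spread between the 2 libraries of a line beyond sampling noise was equal to a coefficient of variation of 3.99% to 6.75%, over 3782 to 4089 genes. Counting error was not modelled separately, and the line was the unit of every test.

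The groups (3 against 2 lines) were compared with limma 3.58.1 in R 4.3.3 by limma-trend with empirical Bayes moderation, on log2 of the scaled value plus 1, for genes with a mean of at least 10. The prior had 3.71 degrees of freedom. p was adjusted by the Benjamini-Hochberg method, and genes were called at an adjusted p under 0.05 and at least 2-fold. The test was checked on simulated data with 200 changed genes per draw, in which 5.8 genes per draw were called falsely, 7.25% of those called. The simulation has fewer changed genes than were called in the data and shuffles the spreads among genes, so its rates need not hold here. Similarity used Pearson's r of log10(FPKM + 1) and average linkage, and principal components used the log2 values. Figures and the reading of low values used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

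The 27 gene lists cover epithelial junctions, keratins, epithelial regulators, stratified epidermis, fibroblast markers, EMT regulators, pluripotency, the OSKM factors, the AP-1 family, proliferation, p53 and senescence, interferon response, Y-linked genes, X inactivation, imprinted genes, DNA methylation machinery, Hox genes, serotonin receptors, markers of endothelium, macrophages and blood, skeletal muscle, neural and glial cells, adipocytes and bone, and trophoblast, TGF-beta and Hippo targets, glycolysis and oxidative phosphorylation. Of these, 26 had enough members for camera, with a preset correlation of 0.01 and with an estimated correlation, and for fry.

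Genes were named by a rule set in advance, after the values in Table S1 had been seen. It takes every gene that the paper names for day 6, the 10 largest changes in each direction, up to 4 members of each list that passed with the largest changes (or the 2 most abundant if none passed), all OSKM, Y-linked and X-inactivation genes, the 3 largest differences in each direction of each pair of lines and the genes that Table S1 lists as higher in the double heterozygous lines. Genes outside the rule are marked in the text.

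Alternatives were TMM scaling computed in R, quantile normalization, no filter on low values, a mean of at least 50, a pseudocount of 0.1 or 5, the FPKM table, leaving out X- and Y-linked genes, leaving out each line in turn, other thresholds, and other measures of similarity. Genes next to differentially methylated regions and iPSC genes in Table S1 were compared with the called genes by Fisher's exact test, two-sided, and with 10000 random sets matched on mean level. The permutation p counts only random sets with as many genes called or more.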

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

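The tests of keratinocytes, of the share of induced cells and of the scaling of genes at least 16-fold apart were chosen only after the result was seen, as were the counts of list members with 1 line left out.

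Proliferation genes, which the paper does not examine in these profiles, were higher in the double heterozygous lines. By limma 22 of 25 members were higher and none was lower (24 higher when adjusted over the list alone, and none lower at an unadjusted p under 0.05), with log2 fold changes from 0.91 to 2.22. Aurkb was at 2732, 2454 and 2872 scaled fragments in NGFP2 N+/-;S+/-, NGFP2 N+/-;U+/- and NGFP2 N+/-;E+/- and at 975.45 and 339.02 in controls S14 and S15. The number higher was 10 without NGFP2 N+/-;S+/-, 12 without control S15 and 25 without control S14. The adjusted p of camera was 2.69e-09 with its preset correlation and 0.692 with the estimated correlation of 0.954, and that of fry was 0.0926, so the list is not shown to differ once its members are taken to move together.

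Sall4 reached 104.19 scaled fragments in the line labelled NGFP2 N+/-;S+/-, above control S14 (19.2), control S15 (26.7), NGFP2 N+/-;E+/- (0.58) and NGFP2 N+/-;U+/- (listed at 0). The high level runs against the label, although a line with 1 allele left still makes the transcript. NGFP2 N+/-;E+/- and NGFP2 N+/-;U+/- keep both Sall4 alleles by their labels, so the level did not follow the number of alleles. A level therefore does not give the genotype. The deposited legend also names the line labelled NGFP2 N+/-;S+/- Sall4. Between the groups Sall4 did not pass (log2 fold change -2.10, adjusted p = 0.416 from limma), and without this line it was lower (-4.23, adjusted p = 0.00443). The paper reports, for iPSCs of this genotype, heterozygous targeting by Southern blot and reduced Sall4 transcript and protein, which run the way the label says. Whether the sequenced MEFs carry a wrong label was not tested, since the tables hold no sequence. Every count that includes this line rests on its label.

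Xist, which the paper does not discuss for these lines, had a log2 fold change of 2.82 (adjusted p = 0.00716 from limma), at 1630, 2092 and 4763 scaled fragments in NGFP2 N+/-;S+/-, NGFP2 N+/-;U+/- and NGFP2 N+/-;E+/- and 260 and 489 in controls S14 and S15. Female double heterozygous MEFs beside male control MEFs would leave Y-linked transcripts near 0 in the former, and the tables argue against this, since the median log2 fold change of 4 Y-linked genes was -0.90 and Ddx3y was at 1430 to 1803 scaled fragments there. A share of female cells, or loss of the Y chromosome from part of the cells, was not tested and stays open, and so does the genotype.

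Epithelial genes were lower in all 3 double heterozygous lines. A smaller share of induced cells would lower the dox-driven factors as far. The lowest ratio to the control mean was 0.536 for Sox2, 0.367 for Pou5f1 and 1.52 for Myc, each in NGFP2 N+/-;E+/-, and 0.218 for Klf4, in NGFP2 N+/-;S+/-. None fell as far as the epithelial junction genes, whose median log2 fold change was -4.36. Pou5f1 and Klf4 fell part of the way, and reads of the cassette and the endogenous genes are not separated, so a smaller share is not excluded. Lower OSKM transcripts could contribute, since the median of the 4 factors was -0.83 and Klf4 (-2.08) and Pou5f1 (-1.19) fell while Sox2 (-0.47) and Myc (0.70) did not pass; Pou5f1 did not pass without NGFP2 N+/-;S+/-, NGFP2 N+/-;E+/- or control S14, and Myc passed as higher without control S14. Keratinocytes in the control cultures could not be excluded by Krt14, at up to 0.670 of Krt8 in FPKM, although Krt5, which basal keratinocytes make together with Krt14, was at 0.0084 and 0.0159 of Krt8. The genotypes stay open as well, since they cannot be told apart from other differences between lines.

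More genes were lower than higher in the double heterozygous lines, at 62.5% of the called genes. The share was 59.1% with TMM, which rescales each column by a factor, and 0.505 after quantile normalization. Quantile normalization gives all columns the same distribution and can even out a real excess as well. Whether the scaling of the columns accounts for the excess therefore stays open. Among called genes at least 16-fold apart the lowest share under TMM and quantile normalization was 0.924, which argues against scaling as the cause there. No biological explanation of the excess was tested.

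The real split of the 5 lines called 3335 genes and the highest of the other splits called 0. It was the 1 split of 10 with as many genes, and 10 splits are too few for a share under 0.05.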

How the results depend on the processing

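The counts of list members under TMM, quantile normalization and with 1 line left out were chosen only after the result was seen, and all other alternatives in advance. Among the 125 named genes, 1478 values under alternatives kept their direction and side of the threshold, 78 no longer passed, 3 newly passed and 17 changed sign. With 1 line left out, a lone control was assumed to vary like the other group. Where no cause is given, the cause was not tested.

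Leaving out 1 line, genes lower numbered 1234 (without control S15) to 2206, genes higher 504 (without control S15; 816 without NGFP2 N+/-;S+/-) to 1221, and genes higher in all remaining pairs 426 to 921 (without control S14). Only 3 of the 6 pairs remain without a control and 4 without a double heterozygous line, so these last counts rest on a weaker requirement as well as on fewer lines. With no fold limit 2152 genes were higher. After quantile normalization 715 genes were higher in all 6 pairs.

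Genes at least 2-fold apart with no filter, where more genes are counted, and with a mean of at least 50, where fewer are, numbered 1919 and 658 between the controls, 2387 and 690 between NGFP2 N+/-;S+/- and NGFP2 N+/-;U+/-, 2810 and 855 between NGFP2 N+/-;S+/- and NGFP2 N+/-;E+/-, and 2686 and 884 between NGFP2 N+/-;U+/- and NGFP2 N+/-;E+/-. The gap in r within and between groups, 0.0403, was 0.051 on log2 scaled values and 0.0692 at a mean FPKM of at least 1.

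The odds ratio of genes next to regions with a methylation difference of at least 30, where fewer genes are tested, was 1.0293 for hypermethylated and 1.1645 for hypomethylated regions. Their adjusted p by Fisher's exact test was 0.912 and 0.677, so the call of the latter was lost. TGF-beta and Hippo targets turned from up in camera to down in fry, with an adjusted p, signed by direction, of -0.9595. Of the 6 camera calls, none held with an estimated correlation, and 12 lists passed by fry.

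Genes that changed sign did not pass in the main comparison. Postn had a log2 fold change of 0.0139 with TMM and 0.1718 in the FPKM table, and Nanog 0.24 after quantile normalization. Leaving out 1 line gave -0.66 to 0.83 for Thy1, -0.15 to 0.59 for Col5a1, -0.46 to 0.17 for Col5a2, -0.78 to 0.72 for Postn, -0.13 to 0.36 for Twist1, -0.40 to 0.14 for Zeb1 and -0.73 to 0.38 for Nanog.

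No paired analysis was possible because the columns pool the 2 libraries of a line and carry no replicate. For the same reason the fits to 10 libraries, with a replicate block or with the line as a random effect, and those without 1 library were not run, and DESeq2 was not run because the values are not raw counts.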

Differences from the paper's values

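All tests and alternatives named here were set in advance, and none was chosen only after the result was seen. The paper reports 294 genes upregulated solely in the control groups, and 1451 genes were at least 2-fold higher in both controls than in each double heterozygous line and passed limma. The paper reports 18 genes upregulated exclusively in the double heterozygous lines, and 459 were found in that direction. The tested genes of the paper's 2 lists had median log2 fold changes of -4.70 and 3.97, far beyond 2-fold. The counts here include many smaller changes, so the 2 sets of counts may rest on unlike limits. The paper's thresholds are p under 0.05 and 2-fold, without saying whether p is adjusted, and at an unadjusted p 1452 and 459 genes were counted. The paper names a 2-tailed unpaired t test for its statistical analysis in general, and its text names no test for these gene lists in particular and no rule for solely. Every alternative set in advance differs from the paper's values, with 1081 to 1787 genes against the paper's 294 and 339 to 921 against the paper's 18. With 1 line left out, as for the largest count of each range, only the 3 or 4 remaining pairs were required.

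Of the 294 genes in the paper's list, 289 were tested, and 288 went in the paper's direction and passed. C130071C03Rik is in that list as higher in the controls, and was higher in the double heterozygous lines (log2 fold change 4.40, adjusted p = 0.00049). The FPKM that Table S1 gives for it are those of the deposited table, 3.70, 6.73 and 7.39 in NGFP2 N+/-;S+/-, NGFP2 N+/-;U+/- and NGFP2 N+/-;E+/- and 0.282 and 0.201 in controls S14 and S15. Of the paper's 18 genes, 13 were tested and 13 passed in the paper's direction, and in the FPKM table 17 passed.

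The paper states that 4 fibroblastic markers and 4 EMT regulators fell comparably in controls and double heterozygous lines. Of these 8 genes, 5 (Thy1, Col5a1, Postn, Twist1 and Zeb1) did not pass the test between the groups, while Des (log2 fold change 2.23), Snai2 (1.14) and Foxc2 (1.04) were higher in the double heterozygous lines. The paper's Figure 3E gives quantitative PCR normalized to Gapdh, with MEFs among the samples. The values here are RNA-seq between the groups at day 6, without MEFs, so the measures are not alike. Snai2 did not pass without NGFP2 N+/-;U+/-, NGFP2 N+/-;E+/-, control S14 or control S15, and Foxc2 did not pass without NGFP2 N+/-;E+/-, control S14 or control S15.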

Other observations

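The counts of list members without single lines or after quantile normalization given here were chosen only after the result was seen. The overlaps with methylation and iPSC genes were planned.

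Of the regulators that the paper names for its control-specific genes, Gata2 fell from 1492 and 753 scaled fragments in controls S14 and S15 to 242 to 291 in the double heterozygous lines (log2 fold change -1.96, adjusted p = 0.00494 from limma). Glis1 did not pass (0.52, adjusted p = 0.144).

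Of 14 pluripotency genes measured, 7 were lower and 1, Fut9, was higher by limma (8 and 3 when adjusted over the list alone). At a mean of at least 50, where fewer genes are tested, 4 were lower. The number higher was 3 after quantile normalization and 2 without NGFP2 N+/-;S+/- or NGFP2 N+/-;E+/-. Lin28a was at 71.3 and 35.3 scaled fragments in controls S14 and S15 and at 0.50 or below in the double heterozygous lines, and Tdh had a log2 fold change of -5.24. Of the 4 OSKM factors, whose reads the cassette and the endogenous genes share, 2 were lower (2 when adjusted over the list alone), and 1 without NGFP2 N+/-;S+/-, NGFP2 N+/-;E+/- or control S14. Without control S14 Myc was called higher (log2 fold change 1.00, adjusted p = 0.022).

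Of 16 genes of the DNA methylation machinery, 5 were higher and 1, Dnmt3a, was lower (the same numbers when adjusted over the list alone), with 3 higher without control S15. Dnmt3a fell from 8661 and 7491 scaled fragments to 2310 to 2695, and Dnmt3b had a log2 fold change of 1.52. Of 25 imprinted genes, Dlk1, Grb10 and Magel2 were higher and Snrpn was lower (2 higher and 1 lower when adjusted over the list alone). Snrpn did not pass with TMM, after quantile normalization or without NGFP2 N+/-;U+/- or NGFP2 N+/-;E+/-, and Grb10 did not pass with no filter or without NGFP2 N+/-;U+/-, NGFP2 N+/-;E+/-, control S14 or control S15. Of 35 Hox genes, 7 were higher and 1, Hoxc5, was lower (7 and 1 when adjusted over the list alone), with 2 higher without control S14, and 2 higher and 0 lower without control S15.

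Of 17 interferon response genes, Oas1a, Xaf1 and Ifih1 were lower (3 when adjusted over the list alone), and Ifih1 did not pass without control S15. Of 18 p53 and senescence genes, Btg2 was lower (1 when adjusted over the list alone), with 0 lower without control S15. Of 4 Y-linked genes, Uty was lower (1 when adjusted over the list alone), not without NGFP2 N+/-;S+/- or control S15. Xist was the 1 measured gene of X inactivation and was higher.

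Markers of other cell types went both ways. Of 10 endothelial markers, 4 were lower (Tek, Sox18, Pecam1 and Tie1) and 3 were higher (Emcn, Egfl7 and Kdr), by either adjustment. Of 14 neural and glial markers, Tubb3, Stmn2, Dcx and Map2 were lower (4 when adjusted over the list alone) and none was higher. The number higher was 1 after quantile normalization and 2 without NGFP2 N+/-;E+/-. Dcx did not pass without NGFP2 N+/-;S+/-, NGFP2 N+/-;E+/-, control S14 or control S15. Of 7 skeletal muscle markers, Pax3, Tnnt3, Myf5 and Actc1 were higher (4 higher and 1 lower when adjusted over the list alone), with 1 higher without NGFP2 N+/-;U+/-, NGFP2 N+/-;E+/- or control S15 and 2 without NGFP2 N+/-;S+/-. Of 12 adipocyte and bone markers, Bglap2, Bglap, Col2a1 and Alpl were lower and Cebpa and Sp7 were higher (4 and 2 when adjusted over the list alone), with 2 lower without control S14 or control S15, and 0 higher without control S15 and 1 without NGFP2 N+/-;U+/-, NGFP2 N+/-;E+/- or control S14. Of 7 trophoblast markers, Tfap2c, Hand1, Gata2 and Elf5 were lower (4 lower and 1 higher when adjusted over the list alone), with 2 lower without control S15. Of 4 macrophage and blood markers, 0 were called by limma, and 0 had an unadjusted p under 0.05. Pecam1, Tie1, Kdr, Alpl, Sp7, Fut9 and Hoxc5 were named after their values were seen.

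Of 16 glycolysis genes, Hk2 and Ldha were higher (2 when adjusted over the list alone), with 0 without NGFP2 N+/-;E+/- or control S15 and 1 without NGFP2 N+/-;S+/- or NGFP2 N+/-;U+/-; after quantile normalization Ldha did not pass. Of 24 oxidative phosphorylation genes, 0 were called by limma, while 6 were higher at an unadjusted p under 0.05, and camera gave an adjusted p of 0.022 (0.776 with an estimated correlation).

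Genes next to differentially methylated regions of SGFP1 double heterozygous MEFs, a different system, might be over-represented among the genes called at day 6. Of 728 tested genes next to hypomethylated regions 200 were called, an odds ratio of 1.43 (95% confidence interval 1.1999 to 1.6895, Fisher's exact test, two-sided, p = 5.27e-05, adjusted 0.000791). In a permutation test against random sets matched on mean level the ratio was 1.27 (permutation p = 0.0001, the smallest that 10000 sets can give). At a methylation difference of at least 30 the call was lost, with 28 of 117 called, an odds ratio of 1.16 (95% confidence interval 0.73 to 1.80, Fisher's exact test, adjusted p = 0.677) and a permutation p of 0.40. Fewer genes are tested there, and this interval includes 1.43, so the loss does not show that the association is absent. For genes next to hypermethylated regions the odds ratio was 1.21 (Fisher's exact test, two-sided, p = 0.0373, adjusted 0.112). The ratio to the matched random sets was 1.16 (permutation p = 0.013, not adjusted). Both unadjusted p lay under 0.05, and the adjusted p of Fisher's exact test did not. The larger ratio lay between the bounds set for and against the hypothesis, and genes are not independent units, so the question stays open. Genes changed in the double heterozygous iPSC lines were not over-represented, with 181 of 1008 called and an odds ratio of 0.798 (adjusted p = 0.0383).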
